# Comparison of RNA localization during oogenesis within *Acipenser ruthenus* and *Xenopus laevis*

**DOI:** 10.3389/fcell.2022.982732

**Published:** 2022-09-20

**Authors:** Viktoriia Iegorova, Ravindra Naraine, Martin Psenicka, Monika Zelazowska, Radek Sindelka

**Keywords:** oogenesis, RNA localization, *Xenopus laevis*, *Acipenser ruthenus*, TOMO-Seq

## Abstract

The oocyte is a unique cell, from which develops a complex organism comprising of germ layers, tissues and organs. In some vertebrate species it is known that the asymmetrical localization of biomolecules within the oocyte is what drives the spatial differentiation of the daughter cells required for embryogenesis. This asymmetry is first established to produce an animal-vegetal (A-V) axis which reflects the future specification of the ectoderm, mesoderm, and endoderm layers. Several pathways for localization of vegetal maternal transcripts have already been described using a few animal models. However, there is limited information about transcripts that are localized to the animal pole, even though there is accumulating evidence indicating its active establishment. Here, we performed comparative TOMO-Seq analysis on two holoblastic cleavage models: *Xenopus laevis* and *Acipenser ruthenus* oocytes during oogenesis. We found that there were many transcripts that have a temporal preference for the establishment of localization. In both models, we observed vegetal transcript gradients that were established during either the early or late oogenesis stages and transcripts that started their localization during the early stages but became more pronounced during the later stages. We found that some animal gradients were already established during the early stages, however the majority were formed during the later stages of oogenesis. Some of these temporally localized transcripts were conserved between the models, while others were species specific. Additionally, temporal *de novo* transcription and also degradation of transcripts within the oocyte were observed, pointing to an active remodeling of the maternal RNA pool.

## 1 Introduction

The oocyte is a unique cell, whereby following its fertilization, the resulting embryo develops to produce hundreds of cell types that are later organized into many tissues and organs (reviewed by Houston, 2013). The oocyte of many species already contains all the necessary materials (e.g., the yolk and mitochondria) needed to maintain its metabolism, and also to control development during the early stages of embryogenesis. Transcripts and proteins which are accumulated during oogenesis are used by the developing embryo until zygotic genome activation (ZGA) and regulate the early stages of embryogenesis (reviewed by Gilbert, 2000; reviewed by Kim and Lee, 2014; Peshkin et al., 2015).

The process of oocyte formation starts from the primordial germ cells (PGCs) development in the gonadal ridge, arrest of meiocytes at meiosis I, oocyte growth, continuation with ovulation and the resumption of meiosis, fertilization and then the beginning of the new life cycle (reviewed by Jagarlamudi and Rajkovic, 2012). In comparison to somatic cells, the oocyte is much larger, which makes studying the events of RNA localization easier (King et al., 1999). The mechanism of oogenesis varies among different species. In some organisms, like sea urchins, frogs, and fishes (eg. *Danio rerio*), the females produce hundreds to thousands of oocytes in a short period of time. In contrast, other species including humans and most mammals, produce limited number of oocytes during their lifetime (reviewed by Gilbert, 2000; reviewed by Spence et al., 2008). The number of stages that defines the oogenesis can vary between certain species. For example, based on morphological criteria and on physiological and biochemical events, 14 stages can be distinguished in fruit fly (*Drosophila melanogaster*), from the start of the formation of the egg chamber/follicle, which consists of a cyst of germ cells surrounded by somatic follicle cells, to the final matured egg (reviewed by Xu and Gridley, 2012). Five stages can be found in *D. rerio,* starting from the pre-follicle phase of primary growth followed by the cortical alveolus stage, vitellogenesis, oocyte maturation and finally the matured egg (Selman et al., 1993).

One of the most common models used for the study of oogenesis are the *Xenopus* species. *Xenopus* oogenesis is constant in the adult ovary, with continuously differentiating oogonia into oocytes. Oogenesis is not synchronized and therefore females contain oocytes of different stages. A cycle of oogenesis is considered completed when a large number of oocytes are at the stage VI (reviewed by Rasar and Hammes, 2006). *Xenopus* has continued to be an attractive model because it is easy to obtain, maintain, and produces large oocytes that can be easily manipulated and orientated due to the presence of pigmented granules at the animal pole. Currently there are nearly a thousand published studies about RNA localization using *X. laevis* oocytes (reviewed by Dettlaff and Rudneva, 1991; reviewed by Rasar and Hammes, 2006; National Library of Medicine, 2002).

Raikova (1973), Raikova (1974) pointed out that during oogenesis, the frog oocytes share strong cytological similarities with sturgeons including sterlets (*Acipenser ruthenus*), such as the nucleolar and other nuclear structures, cytoplasmic organelles, the same structure of yolk platelets, presence of cortical granules, absence of ribosomes in previtellogenesis, extrusions of nucleolar material into the cytoplasm, and the same dense material cementing the mitochondria. The oogenesis of *X. laevis* and sturgeon comprises of six stages and can be categorized into three phases of oocyte development: pre-vitellogenesis, vitellogenesis (accumulation of yolk) and post-vitellogenesis/choriogenesis (deposition of egg envelopes) (Dumont, 1972; Dettlaff et al., 2006; Zelazowska, 2010; reviewed by Zelazowska and Fopp-Bayat, 2017; Zelazowska and Fopp-Bayat, 2019). *Xenopus* oocytes at the pre-vitellogenic phase (stage I) are transparent with a size between 50–300 µm. Vitellogenic phase takes place from stages II to V with sizes: 300–450 µm for stage II, 450–600 µm for stage III, 600–1000 µm for stage IV, and 1000–1200 µm for stage V. The visible animal - vegetal (A-V) axis is distinguishable at the stage III and is due to the pigment granules accumulated on the animal pole. Post-vitellogenic *X. laevis* eggs have sizes between 1200–1300 µm (Dumont, 1972). Although sturgeon oogenesis also passes through six developmental stages, their morphological descriptions are weak. The size of the matured sterlet egg ranges between 1900–2500 µm (Dettlaff et al., 2006), but the sizes of the developing sterlet oocytes have not yet been described. Oocyte polarization index (PI) is used in the sturgeon hatcheries to estimate the stage of sexual maturity of females. The PI is calculated by finding the ratio between the distance separating the animal pole and the germinal vesicle versus the distance between the animal to the vegetal pole (Chebanov and Galich, 2013).

During early embryonic development, sterlets, as well as *Amphibians*, represent a completely dividing (holoblastic) embryo (Dettlaff et al., 2006; reviewed by Elinson and del Pino, 2012). The development of the germ layers of many organisms is specified and predetermined by maternal RNAs and proteins that are localized unevenly along the A-V axis during oogenesis (reviewed by Marlow, 2010; reviewed by Owens et al., 2017)*.* In *X. laevis*, the first sign of asymmetry is visible at stage I of oogenesis, whereby a spherical structure is localized in close proximity to the nucleus of the oocyte. This structure, referred to as the Balbiani body or mitochondrial cloud (MC), contains mitochondria, Golgi complex, endoplasmic reticulum, lipids and pigment granules (Heasman et al., 1984; reviewed by Kloc et al., 2004). Two localization pathways that contribute to vegetal localization have been described for the *X. laevis* oocytes: the METRO (MEssage TRansport Organizer) and the Late pathway (Kloc and Etkin, 1995) (Table 1). Transcripts that are localized in the MC utilize the METRO pathway and migrate towards the future vegetal pole to define the A-V polarity of the oocyte from the first stages of oogenesis. By the stage II-IV, the METRO pathway localizes transcripts, including *nanos1* (previously *nos1*/*xcat2*), *dazl* (previously *Xdazl*)*, pgat* (previously *Xpat*), *Xlsirts, ddx25* (previously *xcat3*), to the vegetal pole (Kloc et al., 1993; Forristall, et al., 1995; Kloc and Etkin, 1995, 1998; reviewed by King et al., 1999). Transcripts, utilizing the late pathway (eg. *gdf1* (previously *vg1*)*, vegt*) are distributed throughout the cytoplasm at stage I, and do not use the MC. By stage III-VI these transcripts start to migrate towards the vegetal pole and anchor at a broader region of the vegetal cortex (Forristall et al., 1995; Kloc and Etkin, 1995, 1998; reviewed by King et al., 1999; Houston, 2013). An equivalent of the Balbiani body, the Balbiani cytoplasm was also described in the sturgeon species. Granular (Balbiani) ooplasm of *A. gueldenstaedtii* oocytes and *X. laevis* Balbiani bodies share similarities presented in their molecular composition and ultrastructure (Zelazowska et al., 2007). The Balbiani cytoplasm contains nuage aggregations, mitochondria and is detected around the germinal vesicle in stage I. During oocyte development, the Balbiani cytoplasm expands toward the oocyte periphery and nuage aggregations become uniformly dispersed throughout the entire ooplasm (Zelazowska et al., 2007).

**TABLE 1:** Localization of maternal transcripts in the oocytes of the *Xenopus laevis*.

Pathway	RNAs	Stages and localization	References
Early pathway/METRO	*Xdazl*	I-uniform, II-IV-migration to the vegetal pole	1
	*dazl*	I-MC, III-IV-vegetal pole	2
	*Xcat2*	I-MC, but still in the cytoplasm, IV-vegetal pole	1
	*Xcat2*	I-MC, II-vegetal pole	3
	*Xcat2*	I-MC, but still in the cytoplasm, II-MC, vegetal pole	4
	*Xlsirt*	I-MC and cytoplasm, II-vegetal pole	4
	*Xlsirt*	II-MC, III-vegetal pole	5
	*Xlsirt*	II-MC, IV-vegetal pole	6
Late pathway	*Vg1*	II-III-around the nucleus, III-VI-migration to the vegetal pole	1
	*Vg1*	I-II-everywhere, III-IV-vegetal pole	3
	*Vg1*	I-cytoplasm, II-migration to the vegetal pole, III-vegetal pole with continuing streaming	4
	*Vg1*	I-everywhere, III-vegetal pole (but still migrating)	5
	*Vegt*	I-uniformly distributed, IV-vegetal pole	2; 7
Intermediate pathway	*fatvg*	I-cytoplasm, II-MC, III-V-migration to the vegetal pole	8
	*Hermes*	I-cytoplasm, early II-MC, II-III-accumulation at the vegetal cortex, IV-vegetal cortex	9
Animal pathway	*PABP*	VI	10
	*β-tubulin*	VI	11
	*An1*	I-III-uniform, IV-animal pole	12
	*An2*	I-III-uniform, IV-animal pole	12
	*An3*	I-III-uniform, IV-animal pole	12
	*An4a*	VI	12
Summary scheme of the oocyte stages where the majority (darker shades) of the transcript relocalization is occurring			
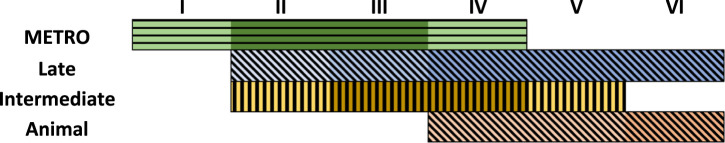			

**References:** 1. Reviewed by King et al. (1999), 2. Houston (2013), 3. Forristall et al. (1995), 4. Kloc and Etkin (1995), 5. Kloc and Etkin (1998), 6. Kloc et al. (1993), 7. Zhang and King (1996), 8. Chan et al. (1999), 9. Zearfoss et al. (2004), 10. Schroeder and Yost (1996), 11. Yisraeli et al. (1990), 12. Reviewed by Schnapp et al. (1997).

Some studies have also described an “intermediate” pathway in *X. laevis*, which is a combination or overlap of the METRO and Late pathway. Transcripts of this pathway (eg. *plin2* (previously *fatvg*)*, dnd1*, *grip2*, *trim36*, *rbpms/rbpms2* (*previously hermes*)) enter the Balbiani body in stage II oocytes and distribute at the wide area of the vegetal cortex of the oocytes during stages IV-V (Chan et al., 1999; Zearfoss et al., 2004; reviewed by Houston, 2013).

Compared to the well-studied vegetal pole, very little is known about the transcripts that are localized to the animal pole. A few studies have already demonstrated that during early oocyte development, transcripts which belong to the animal pathway are uniformly distributed. The animal localization can be first observed at stage IV in *X. laevis*. Transcripts coding *pabpc4* (previously *PABP*)*, tubb* (previously *β-tubulin*) and *nup93* (previously *An4a*) were detected in the animal pole at VI stage only (Yisraeli et al., 1990; Schroeder and Yost, 1996; reviewed by Schnapp et al., 1997). Contrary to the few animal transcripts that have been described in the past, many recent studies have demonstrated that there are in fact hundreds of animally localized transcripts (Claußen et al., 2015; Owens et al., 2017; Sindelka et al., 2018; Naraine et al., 2022). Additionally, our recent study has shown that many of these maternal animal transcripts show a high level of conserved localization amongst diverse species (*D. rerio, A. ruthenus, X. laevis* and *Ambystoma mexicanum*) (Naraine et al., 2022). We selected the two best models (easily accessible and early oocyte coloring reflecting A-V axis) to study RNA localization during oogenesis at the complete transcriptome level. In this research, we utilized spatial RNA sequencing (TOMO-Seq) to study oocytes from early and advance vitellogenic stages in *Actinopterygii* (*A. ruthenus*) and III-V oocyte stages in *Amphibia* (*X. laevis*).

## 2 Materials and methods

### 2.1 Ethics approval

All experimental procedures involving model organisms were carried out in accordance with the Czech Law 246/1992 on animal welfare. *Acipenser ruthenus* females were kept in the Research Institute of Fish Culture and Hydrobiology in Vodnany, Czech Republic and protocols were reviewed by the Animal Research Committee of the Faculty of Fisheries and Protection of Waters, South Bohemian Research Center of Aquaculture and Biodiversity of Hydrocenoses, Research Institute of Fish Culture and Hydrobiology, Vodnany, Czech Republic. The *X. laevis* females were from the colony of the Institute of Biotechnology and protocols were approved by the animal committee of the Czech Academy of Sciences.

### 2.2 Sample collection

*Xenopus laevis* females were anesthetized with benzocaine for 1 h. Their abdomen was then opened with surgical scissors and the oocytes were placed into High Salt Solution (HSS). Oocytes were observed under the microscope, manually separated, and visually divided by size from the smallest oocytes with signs of pigmentation on the animal pole (stage III) to the late stage V (big oocytes). Collected oocytes had sizes from 560 to 1200 µm. Four groups were created: very small oocytes (stage III, size 560–580 µm); small oocytes (stage IV, size 720–810 µm), medium (early stage V, size 1050 µm) and big (late stage V, size 1140–1200 µm).

Different stages of *A. ruthenus* oocytes were collected by biopsy of matured females (5–8 years old). The samples contained small, individual ovarian follicles in which early previtellogenic, diplotene stage oocytes (according to Zelazowska and Fopp-Bayat, 2019) grew, as well as large ovarian follicles. The nucleoplasm of all previtellogenic oocytes contained lampbrush chromosomes and multiple nucleoli. In the vicinity of the nucleus the granular ooplasm and lipid body were present. In the large follicles the vitellogenic, pigmented oocytes developed. Two groups of vitellogenic *A. ruthenus* oocytes were created: small (early vitellogenic, size 1320–1500 µm) and big (advanced vitellogenic, size 1920–2100 µm) (Supplementary Figure S1).

Light and electron microscopy were used to characterize the stages of interest for the *A. ruthenus* oocytes. Samples of *A. ruthenus* ovaries were fixed for 2 weeks in 2.5% glutaraldehyde (POCH) in 0.1 M phosphate buffer (pH 7.3). Then, they were rinsed and postfixed in 1% osmium tetroxide in 0.1 M phosphate buffer (pH 7.3) containing saccharose (5.6 g in 100 ml). Next, they were dehydrated in a series of ethanol and acetone and embedded in glycid ether 100 (Serva Electrophoresis). Semi-thin sections (0.7 µm) were stained with methylene blue in 1% borax and photographed using a Leica DMR light microscope. Ultrathin sections (90 nm) were contrasted with uranyl acetate and observed in a transmission electron microscope (JEOL JEM 2100 in the Laboratory of Microscopy, Department of Cell Biology and Imaging, Institute of Zoology and Biomedical Research, Jagiellonian University) at 80 kV. The ovarian follicles were also photographed under a Nikon SMZ 1500 (Tokyo, Japan).

To detect nucleus position in the early and advanced vitellogenic eggs, sampled oocytes were fixed at least for 24 h in a freshly made medium (10 ml 99% acetic acid with 30 ml 32–35% formaldehyde with 60 ml 70–98% ethanol per 100 ml of Serra solution). The fixed oocytes were rinsed with tap water and were sectioned into two parts with a razor blade in the plane of the longitudinal axis (Rodina, 2006).

Early and advance vitellogenic stages of *A. ruthenus* and III-V oocyte stages of *X. laevis* were embedded in Tissue-Tek O.C.T. Compound, oriented using delicate forceps along the A-V axis (animal pole positioned at the top) and immediately frozen on dry ice and stored at -80°C.

### 2.3 Sample preparation

Samples were incubated for 10 min in the cryostat chamber (−20°C) and then cut into 30 μm slices along the A-V axis. Number of obtained slices were counted, equally distributed in sequential order into five tubes with the same number of slices per tube. The diameter of the oocyte was calculated by multiplying the thickness of the slices by the number of slices obtained. Tubes were then labelled to correspond to the relevant segments of the oocyte (A—extremely animal, B—animal, C—central, D—vegetal, E—extremely vegetal).

Total RNA was extracted using Qiagen RNeasy Minikit according to the manufacturer’s instructions. The concentration of total RNA was measured using a spectrophotometer (Nanodrop 2000; ThermoFisher Scientific), and the quality of RNA was assessed using a Fragment Analyzer (AATI, Standard Sensitivity RNA analysis kit, DNF-471). No signs of RNA degradation were observed. Absence of inhibitors and the precision of the orientation of the embedded oocyte were evaluated using RT-qPCR quantification of the RNA spike (TATAA Biocenter) and several known localized marker (animal and vegetal) transcripts respectively.

The cDNA was prepared using total RNA (*X. laevis:* 20–50 ng, *A. ruthenus:* 20–50 ng), 0.5 μl of oligo dT and random hexamers (50 μM each), 0.5 μl of dNTPs (10 mM each) and 0.5 μl of RNA spike (TATAA Universal RNA Spike, TATAA Biocenter), which were mixed with RNAse free water to a final volume 6.5 μl. Samples were incubated for 5 min at 75°C, followed by 20 s at 25°C and cooling to 4°C. In the second step, 0.5 μl of SuperScript III Reverse Transcriptase (Invitrogen), 0.5 μl of recombinant ribonuclease inhibitor (RNaseOUT, Invitrogen), 0.5 μl of 0.1 M DTT (Invitrogen), and 2 μl of 5 × First strand synthesis buffer (Invitrogen) were added and incubated: 5 min at 25°C, 60 min at 50°C, 15 min at 55°C and 15 min at 75°C. Obtained cDNAs were diluted to a final volume of 100 μl and stored at −20°C.

### 2.4 Primer design and quantitative PCR

Primer assays of selected maternal transcripts were designed using NCBI Primer-Blast (https://www.ncbi.nlm.nih.gov/tools/primer-blast/) (Ye et al., 2012). Expected amplicon length was set to 97–187 bp and Tm to 60°C. Primer sequences are available in Supplemental Material S2: Supplementary Table S1. The RT-qPCR reaction contained 3.5 μl of TATAA SYBR Grand Master Mix, 0.29 μl of forward and reverse primers mix (mixture 1:1, 10 μl each), 2 μl of cDNA and 1.21 μl of RNase-free water in 7 μl final volume. qPCR was performed using the CFX384 Real-Time system (BioRad) with conditions: initial denaturation at 95°C for 3 min, 45 repeats of denaturation at 95°C for 15 s, annealing at 60°C for 20 s and elongation at 72°C for 20 s. Melting curve analysis was performed after to evaluate reaction specificity and only one product was detected for all assays. Only samples with continuous gradient profiles of the marker transcripts were selected for library preparation.

### 2.5 Library preparation

Libraries were prepared using 100 ng (big *A. ruthenus* oocytes, *n* = 5), 25 ng (small *A. ruthenus* oocytes *n* = 5) and 50 ng (all *X. laevis* oocytes; big *n* = 2 (stage late V), medium *n* = 2 (stage early V), small *n* = 5 (stage IV), very small *n* = 3 (stage III)) of total RNA. Samples were depleted using RiboCop rRNA Depletion kit (Lexogen) and libraries were prepared using SureSelect XT (Agilent). Optimum PCR cycles (13–17) were determined based on starting RNA amount during library preparation. Library qualities were assessed using the Fragment Analyzer (AATI, NGS High Sensitivity kit (DNF-474) and the concentrations were determined by the Qubit 4 Fluorometer (ThermoFisher Scientific). Equimolar library pools were prepared and sequenced using two 2x80 bp, NextSeq 500 runs. Obtained sequencing yield were on average 6.8 M reads in *A. ruthenus* and 5.5 M reads in *X. laevis*.

### 2.6 Preprocessing of RNA-Seq data

RNA-Seq reads were processed as previously described in Naraine et al. (2022). In brief, TrimmomaticPE (v. 0.36) (Bolger et al., 2014) was used to remove adaptor sequences and low-quality reads, while SortMeRNA (v. 2.1b) (Kopylova et al., 2012) was used to remove mtRNA reads (GenBank id: NC_001573.1, KF153104.1) and any remaining rRNA reads. The *X. laevis* reads were then aligned to the *X. laevis* v9.1 genome (Fortriede et al., 2020) using STAR v2.5.2b (Dobin et al., 2013) and counted using htseq-count. The *A. ruthenus* reads were pseudoaligned using kallisto (v. 0.43.1) (Bray et al., 2016), to the initial *A. ruthenus de novo* transcriptome from Naraine et al. (2020). The data were deposited in the National Center for Biotechnology Information’s Gene Expression Omnibus (GEO).

### 2.7 RNA-Seq analysis

Transcripts were initially filtered to remove those that had zero counts across all samples. The DESeq2 (v. 1.32.0) package was used to normalize the transcript counts (median-of-ratios method) and detect differentially localized transcripts (DLTs) between the sections or oocyte stages using the Likelihood Ratio Test (LRT) (Love et al., 2014). To identify transcript alterations between the sections or stages the following design models were used:

1) Alteration between the sections at the same stage:
  a) design: ∼replicate + position; reduced design: ∼replicate.
2) Alteration in the profiles across the different stages:
  a) Transcripts with altered profiles: design: ∼Size + position + Size:position; reduced: ∼Size + position
  b) Transcripts with altered magnitudes: design: ∼Size + position; reduced: ∼Size
3) Alteration of the total transcript count between the different stages
  a) design: ∼Size; reduced: ∼1; uses the sum of the normalized counts for each sample as input counts

Principal component analysis (PCA) was used to visually inspect the replicates and identify if there were any observable differences between the stages and the sections. DLTs were defined as those with an adjusted *p*-value (padj) value less than 0.1 and also a total transcript count greater than 20 within the whole oocyte. The transcript counts for each section was summarized as a percentage relative to the total transcripts within the oocyte. These relative expression values were used to categorize the DLTs into localization profiles based on defined thresholds as previously defined (Sindelka et al., 2018; Naraine et al., 2022). The profiles comprised of the extreme animal, animal, central, vegetal, and extreme vegetal profiles. Categorization of any alterations in the profiles of the DLTs across the different stages was done using the degPatterns function from DEGreport (v. 1.28.0) package (Pantano, 2021). The “group difference” option was used to select for DLTs that showed at least a 1.5x or 2x fold change difference between either the stages or the sections, while the “summarize” option was used to identify those that were also reproducible across replicates. The profiles were verified manually and some clusters re-analyzed using optCluster (v. 1.3.0) with the “Diana” clustering algorithm (Sekula et al., 2017). The transcripts were annotated using the annotations derived from the previous ortholog analysis done by Naraine et al. (2022). In brief, protein sequence similarity and gene symbol matching were used to find the most probable orthologs between the two models. An orthologous unit number was used to denote orthologous genes in the absence of a common gene symbol.

Gene Ontology terms associated with the genes were derived using the gprofiler2 package (v. 0.2.1) (Raudvere et al., 2019) with the default parameters except for correction method = “bonferroni”, user threshold = “0.05”, domain scope = “annotated”, background organism = “*H. sapiens”* and significance = “FALSE”.

## 3 Results

We studied RNA localization during oogenesis using the TOMO-Seq approach in five (A - extremely animal, B - animal, C - central, D - vegetal, E - extremely vegetal) sections along the A-V axis (Figure 1). Oocytes of *X. laevis* were divided into four categories reflecting already known stages (III stage - very small, IV stage - small, early V stage–medium and late V - big) while *A. ruthenus* oocytes were divided into two categories (early vitellogenic-small and advanced vitellogenic-big) (Figure 2).

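*X. laevis*, the African clawed frog, is an allotetraploid, and most of its genes are present as an .L and an .S copy (homeologs). Each oocyte had been cut into slices along the A-V axis, the slices pooled in order into sections A to E, and the RNA of each section sequenced as a library of its own. The files hold 12 *X. laevis* oocytes: 3 very small (560 to 580 µm in diameter), 5 small (720 to 810 µm), 2 medium (1050 µm) and 2 big (1140 and 1200 µm). They make up 59 libraries, since section A of very small oocyte 1 is not analysed here. The sample labels give the 3 very small oocytes to female 2 and the 9 others to female 1. A difference between the very small oocytes and the rest is therefore also a difference between 2 females, whereas small, medium and big oocytes are compared within female 1. The labels call the medium and big oocytes stage V and stage VI, where the paper has early V and late V. Replicates are separate oocytes of the same female, so that p-values measure no spread between animals. Tests within a stage and tests of totals measure the spread between oocytes. Tests of profile changes, gradients and polar ratios took all libraries as independent, although sections of an oocyte belong together.
The total count per library ranged from 1385974 to 7107198 in very small oocytes (median 3573326.5), from 1507733 to 7356435 in small (median 3248271), from 1014060 to 6440449 in medium (median 4091089) and from 1853333 to 5639264 in big oocytes (median 4120471.5). The paper states a mean of 5.5 M reads per library, and the counts used here average 4.01 M per library. Before any averaging, libraries of the same section and stage were compared in pairs. The 73 pairs had a Pearson correlation of 0.938 to 0.986 and differed by more than the sampling noise, with a chi-square per transcript of 1.39 to 11.2.
The authors had trimmed the reads, removed ribosomal RNA, aligned the rest to the *X. laevis* genome with STAR 2.5.2b and counted them per transcript with htseq-count. From these counts, libraries were scaled by TMM, and transcripts were tested with edgeR's quasi-likelihood test at a Benjamini-Hochberg FDR under 0.1 and a mean of more than 20 counts per oocyte. The vegetal gradient is the log2 level of section E minus the mean log2 level of sections A, B and C. The animal gradient is the log2 level of section A minus the mean of sections C, D and E. The ratios of A to C and of E to C describe the poles. The SE given with a log2 value is approximate: the size of the value divided by the square root of the F statistic of its test. Oocyte totals are the unscaled counts of an oocyte summed over its sections, and were scaled by TMM only after summing. Depth was not made equal between the sections of an oocyte. In medium oocyte 1, section B had 5990102 counts and section E 1014060. The total of a localized transcript therefore depends also on the depth of its section. Medium and big oocytes were averaged for these gradients. Because each library is scaled to the same depth, a gradient compares a transcript with the other RNA of its section and gives no amount of RNA per section. Reads of homeologs can be shared, so that values of an .L and .S pair are not independent. The 17 gene lists named in the text were fixed before the data were examined. Several of their follicle, basement membrane and pathway genes are named by the paper from these samples. Counts over a list, or over the genes of a figure, use the FDR alone over all transcripts tested, with no criterion on fold or count.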

**FIGURE 1:**
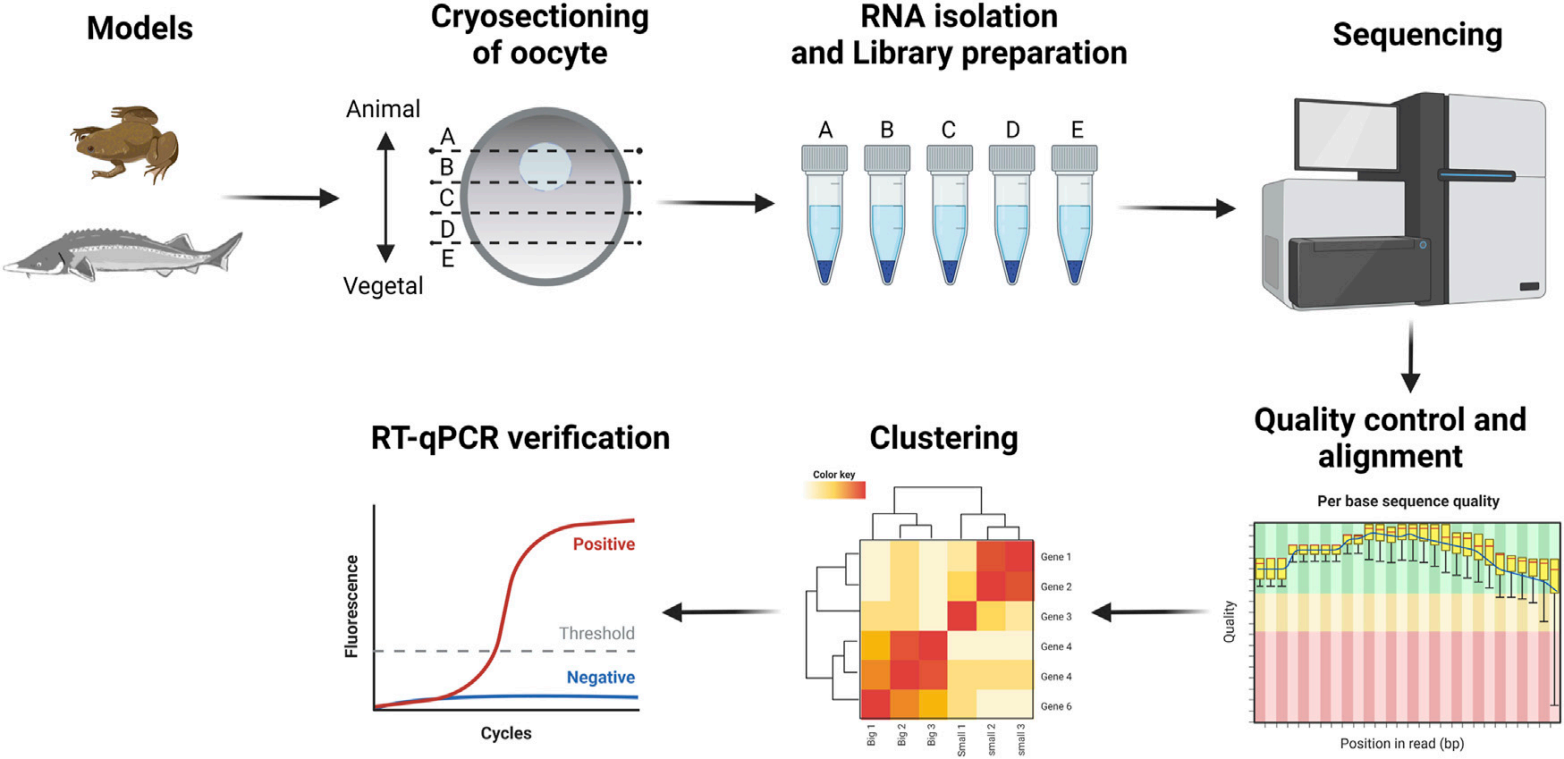
Schematic of the methodological workflow.

**FIGURE 2:**
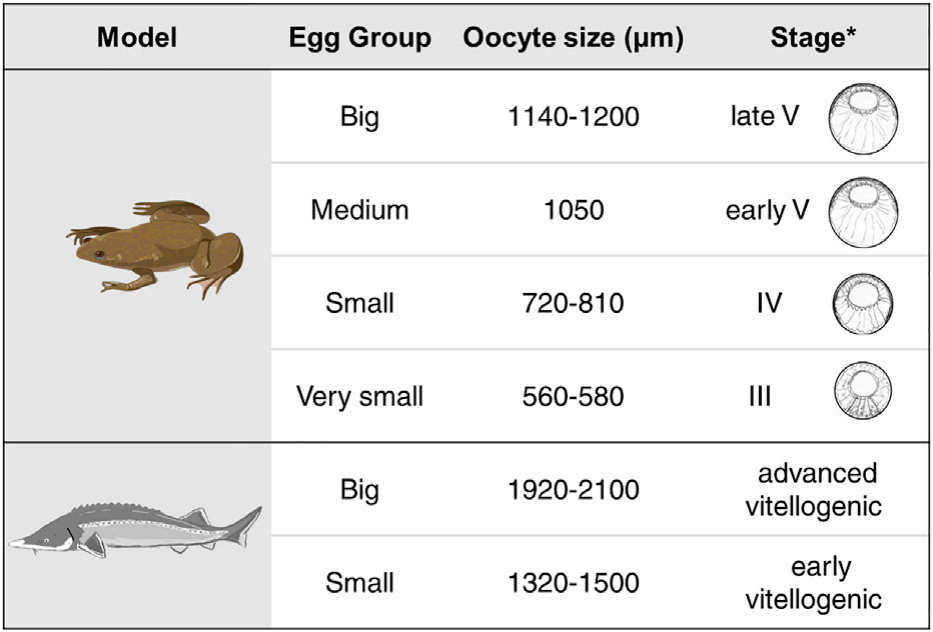
Summary of the different oocyte sizes assessed for each of the models. Shown for the *X. laevis* model are the schematic drawings for the equivalent stages for the given oocyte as derived from *Carotenuto and Tussellino (2018). Stage classification of the *X. laevis* oocytes are from Dumont (1972).

Microscopic analysis was used to characterize the differences between the early and advanced vitellogenic oocytes of the *A. ruthenus*. There was a distinct size difference between these two stages (Supplementary Figure S1). Microscopic observations showed in the early previtellogenic oocyte that the nuclear region was much larger than in the mid‐previtellogenic oocyte. This large nuclear region in the early pre-vitellogenic oocyte encompassed a large area within the central region of the oocyte while in the mid-previtellogenic oocyte the nuclear region was more condensed and animally localized, with large spaces flanking both sides (Supplementary Figure S2). In the small (early vitellogenic) oocytes the nucleus was located in the center while in the big (advanced vitellogenic) oocytes, the nucleus was in the animal hemisphere (Supplementary Figure S1).

TOMO-Seq results were analyzed by in-house workflow and the PCA of the 500 most variable transcripts revealed that the greatest difference was between the very small oocytes and the larger (small, medium, big) oocytes of the *X. laevis* (Figure 3A). 

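The very small oocytes lay apart from the larger oocytes on the first component. The mean score of their sections was -48.0 ± 3.58 (SD, n = 3 oocytes), against 13.2 ± 3.58 (SD, n = 5) in small oocytes and 17.2 ± 0.150 (SD, n = 4) in medium and big oocytes. The difference of 63.0 between very small and all other oocytes gave an exact permutation p of 0.00455 (two-sided), the smallest that the 220 arrangements of 3 against 9 oocytes allow. Of the first 2 components, the one with the larger R² for stage had been taken. The permutations kept that choice, so the p takes no account of it. Transcripts that differed in total count along this axis included nt5c1a.S, which encodes a cytosolic nucleotidase, with a log2 change of 6.95 (SE 0.19) in small, medium and big oocytes relative to very small oocytes, and fundc1.L, a mitophagy receptor of the outer mitochondrial membrane, with -1.81 (SE 0.12). The first component held 55.6% of the variance of the 500 most variable transcripts, and stage accounted for an R² of 0.988 of its scores. With the variance stabilizing transformation of DESeq2 the stage component came second, with 24.5%, after the section component with 60.8%. The same separation is also that between the females.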

A similar difference was found between *A. ruthenus* small and big oocytes (Figure 3A). 

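Section scores on the second component (24.1% of the variance, R² of 0.911 with section) were farther apart in larger oocytes. The distance between sections E and B was 32.1 ± 3.76 (SD, n = 3) in very small, 45.5 ± 3.00 (SD, n = 5) in small, 53.2 ± 5.81 (SD, n = 2) in medium and 53.6 ± 2.46 (SD, n = 2) in big oocytes. Within female 1, medium and big oocytes exceeded small oocytes by 7.85 (exact permutation p = 0.00794, two-sided, 126 arrangements). Small oocytes exceeded very small oocytes by 13.4 (exact permutation p = 0.0179, two-sided, 56 arrangements). The vegetal gradient of wnt11b.L, a maternal Wnt ligand needed for the body axis, went from 3.07 (SE 0.27) in very small to 6.33 (SE 0.25) in medium and big oocytes. That of otx1.L, a homeobox transcript, went from 2.38 (SE 0.25) to 4.80 (SE 0.22). The exact p between small and larger oocytes was 0.0571 without small oocyte 2, and 0.0536 without medium oocyte 1 or without big oocyte 2.

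**Figure D1:**
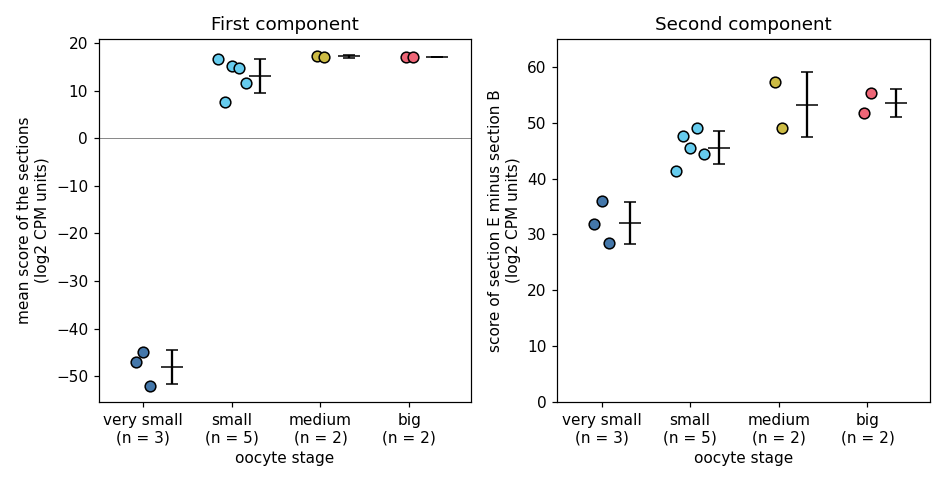
Scores of each *X. laevis* oocyte in the analysis of the 500 most variable transcripts, with the first component (mean over sections) on the left and the second component (section E minus section B) on the right. Points are oocytes, and dashes with bars are the mean and SD per stage. The very small oocytes lie near -48.0 on the left, and the distance on the right goes from 32.1 in very small to 53.6 in big oocytes.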

Analysis of the PC1 reflected variation among the individual sections and showed that the largest variations were observable relative to the size of oocyte suggesting a continuous increase of RNA asymmetry during oogenesis (Figure 3B).

**FIGURE 3:**
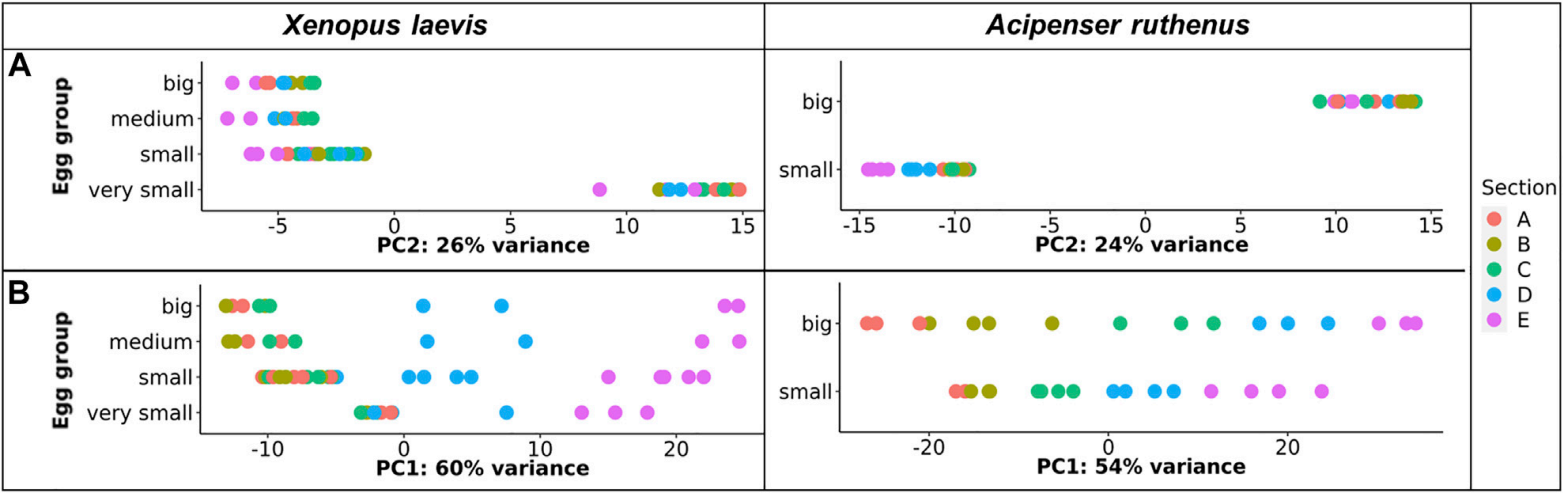
PCA plot showing the top 500 most variable genes for each of the different oocyte sizes from the models. **(A)** Principle component 2 showing variation in transcript as a function of oocyte size. **(B)** Principle component 1 showing variation in transcript across segment and size. The sections correspond to the regions of the oocyte that were cryosectioned, whereby sections A - extremely animal, B - animal, C - central, D - vegetal, E - extremely vegetal.

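A mean of more than 20 scaled counts per *X. laevis* oocyte was reached by 18920 transcripts in very small, 18901 in small, 19024 in medium and 19042 in big oocytes, out of 32291 transcripts with at least 1 count in a library. Nearly every transcript of the lists of oocyte functions was among those detected in at least 1 stage: 30 of 32 of germ plasm and germ cells (*nanos1*, *dazl* and others), 9 of 9 of the egg envelope, 104 of 106 of ribosomal proteins, 131 of 133 of oxidative phosphorylation and 42 of 43 of maternal mRNA regulation. Transcripts of the cells around the oocyte were also found, with 15 of 25 of granulosa and follicle cells, 21 of 24 of the basement membrane, 30 of 31 of stroma and theca and 14 of 34 of blood and endothelium. A total above 20 in every oocyte of a stage in place of the mean, or leaving out any oocyte, moved none of these 4 counts by over 1.5-fold.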

More than 15000 or 21000 different transcripts (>20 counts in oocyte) were identified in *X. laevis* or *A. ruthenus* oocytes, respectively (Table 2). DLTs were identified as described in the methods, followed by categorization of the transcript profiles. 

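Sections differed for 1130 transcripts in very small, 1556 in small, 1547 in medium and 1827 in big *X. laevis* oocytes, or 5.97%, 8.23%, 8.13% and 9.59% of the transcripts detected. *vegt.L*, which encodes a T-box factor that specifies endoderm and mesoderm, passed in every stage, and section E held 28.9% in very small, 41.2% in small, 51.5% in medium and 54.3% in big oocytes. *prr11.L*, a proline-rich protein of the cell cycle, had 21.2% of its counts in section A in very small and 24.7% in small oocytes, where its sections did not differ (adjusted p = 0.795 and 0.243 from edgeR). It had 48.2% in medium and 47.0% in big oocytes (adjusted p = 1.6e-09 and 2.3e-10). Medium and big oocytes shared 1281 of these transcripts, where independent lists would share 156, and very small and big oocytes shared 462 (107 for independent lists). At an unadjusted p under 0.05 the counts were 2703, 3014, 2555 and 2878. In very small oocytes the count was 416 by the likelihood ratio test of DESeq2, 504 with no replicate block, and 682 to 776 with 1 of the 3 oocytes left out (682 without oocyte 1, 776 without oocyte 3). It was 972 in small oocytes with no replicate block and 743 without oocyte 4.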

On average more than 1000 DLTs were identified per oocyte stage, with the exception of 450 DLTs in the very small *X. laevis* oocyte. The numbers of DLTs were larger in the *A. ruthenus*, suggesting a more polarized oocyte (Table 2). Relatively similar numbers of DLTs were found in the animal and vegetal localization groups (Table 2). 

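Of the *X. laevis* transcripts with a section difference, 705 were animal or extreme animal and 739 vegetal or extreme vegetal in big oocytes. In medium oocytes these were 593 and 747, in small 554 and 341, and in very small 354 and 209. The animal limit was a share over 0.6 in sections A, B and C, which is the share of an even spread. The vegetal limit, over 0.5 in D and E, lies above an even share. Animal and vegetal counts are therefore not on the same scale. At an FDR under 0.1 and at least 1.5-fold, 1 transcript had an animal and 236 a vegetal gradient in very small oocytes. Such gradients numbered 189 and 507 in small, and 839 and 1155 in medium and big oocytes. Since very small oocyte 1 lacks section A, animal gradients in that stage rest on fewer libraries of their pole than vegetal ones. *rras2.L*, a Ras-related GTPase, had a vegetal gradient of 6.93 (SE 0.39) in medium and big oocytes. Animal gradients included *loc100498592.L* with 3.49 (SE 0.24) and *spata13.S*, a guanine nucleotide exchange factor, with 2.94 (SE 0.13). The former was the steepest among transcripts with a mean total of at least 100 and the same sign in every medium and big oocyte. In big oocytes section E held over 50% of the counts of 237 transcripts. A central profile was found for 6 transcripts in very small oocytes, 1 in small and 0 in medium and big oocytes (edgeR; 0 in medium and big oocytes by DESeq2 also, 2 and 4 with all 59 libraries in 1 fit). Without very small oocyte 3 it was 1 in very small oocytes. In small oocytes it was 7 without oocyte 2, 0 without oocyte 3 and 2 without oocyte 4. In the fit of all libraries it was 2 without either medium oocyte, and 8 and 1 without big oocyte 1 and 2. The animal count moved more between settings than the vegetal count. By DESeq2 the animal transcripts were 402 in big and 61 in very small oocytes, and without small oocyte 4 they were 147 in small oocytes. Medium and big oocytes were left out in the fit of all libraries. There 1081 transcripts were animal in big oocytes and 453 without big oocyte 2, and 887 in medium oocytes and 381 without medium oocyte 2. The share limits of each class were inferred from the first 1150 of the 12176 rows of Table S2, which are those held here.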

We compared the number of identified DLTs and their localization profiles observed in the big oocytes relative to the matured *X. laevis* and *A. ruthenus* eggs published by Naraine et al. (2022). There was a high concordance (>96%) between the identified animal (animal and extreme animal) and ∼50% of vegetal transcripts with the previous results for both *X. laevis* and *A. ruthenus*.

**TABLE 2:** Number of differentially localized transcripts that are overabundant in the five defined localized profiles.

	*Xenopus laevis*				*Acipenser ruthenus*	
	Big	Medium	Small	Very small	Big	Small
Total transcripts	16,045	16,076	15,832	15,952	22,591	21,862
DLTs	1,331	1,248	1,714	450	13,901	3,184
Annotated DLTs	1,127	1,068	1,482	359	7,550	1,847
Extreme animal	381	424	506	53	3,456	908
Animal	20	12	57	10	1,684	15
Center	0	0	1	2	5	31
Vegetal	444	502	229	98	4,280	639
Extreme vegetal	205	164	142	91	363	263
Undefined	281	146	779	196	4,113	1,328

DLTs are defined by <0.1 padj and >20 transcripts/oocyte.

### 3.1 Multiple profile changes were detected in both species

Transcript changes across the oocyte stages were assessed as either a change in the profile across the stages or a change in the magnitude of the transcript within a given segment across the stages. The identified DLTs were then further filtered during clustering to identify those with greater than a 1.5x fold change difference between any given segment between the stages. In *X. laevis*, 1479 DLTs (Supplementary Material S2: Supplementary Table S2) were observed that had sub-sectional alterations across the stages, while in *A. ruthenus* 10225 (Supplementary Material S2: Supplementary Table S3). 

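The profile of 777 *X. laevis* transcripts differed between the 4 stages, with at least a 1.5-fold difference in a section, among 19210 tested. Between small oocytes and medium with big oocytes, all of female 1, the profile of 485 transcripts differed. *dnd1.L*, a vertebrate-specific protector of germ cell RNA, had 24.2% in very small, 33.5% in small, 62.3% in medium and 64.1% in big oocytes in section E. *spata13.S* went the other way, with 20.5% in very small, 26.9% in small, 47.2% in medium and 45.8% in big oocytes in section A. Of the germ plasm and germ cell transcripts, 21 of 30 had a vegetal gradient in medium and big oocytes and 1 had the opposite gradient (22 adjusted over the list alone), with a median of 3.05 (adjusted p = 1.4e-04 with an estimated correlation from camera). Of 130 transcripts of oxidative phosphorylation, 32 had a negative and 1 a positive vegetal gradient (34 adjusted over the list alone, median -0.26). Camera lost this call with an estimated correlation (adjusted p = 0.668), and the set test fry kept it (adjusted p = 0.00211). Markers of the cells around the oocyte also had vegetal gradients: 16 of 30 stroma and theca transcripts (22 adjusted over the list alone; median 1.23; adjusted p = 0.746 with an estimated correlation), 6 of 21 of the basement membrane (14 adjusted over the list alone; adjusted p = 0.668 with an estimated correlation) and 4 of 14 of granulosa and follicle cells (5 adjusted over the list alone; adjusted p = 0.746 with an estimated correlation), with none lower. These markers were also higher in A than in C, with median log2 ratios of 1.00, 0.66 and 1.39 in that order. A level raised at both poles gives a positive vegetal gradient too. The test of profiles was edgeR's F test on the stage by section coefficients, and without the 1.5-fold criterion 948 transcripts differed within female 1. The paper grouped its clusters of such transcripts by whether the localization was in place at the early stages or arose at the late stages.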

Given the large quantity of DLTs in *A. ruthenus*, a fold change of 2x was used instead, and resulted in the detection of 4743 DLTs instead. The cluster profiles of these filtered DLTs were then assessed to group together transcripts that had either already established their localization profile during the early stages of oogenesis or instead during the late stages.

#### 3.1.1 Vegetally localized transcripts

Vegetal transcripts are key for early development and the functions of many of them have already been elucidated during the last decades. Several changes in the vegetal profiles can be observed in both models. The localization of the vegetal transcripts can be described as either “early vegetal” or “late vegetal”. In the early vegetal group, the profile and majority of the transcripts have already been created and localized to the vegetal region in the small stage. In this group, 185 transcripts were observed for *X. laevis* (Figure 4; Supplementary Figure S3; Supplementary Table S2), while 683 for *A. ruthenus* (Figure 5; Supplementary Table S3). 

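In *X. laevis*, 231 transcripts had a vegetal gradient of at least 1.5-fold in very small oocytes and in medium and big oocytes alike. Their median share in section E was 41.9% in very small, 53.8% in small, 58.1% in medium and 59.8% in big oocytes. The germ plasm transcript *nanos1.L*, a translational repressor of the germ line, had a vegetal gradient of 5.42 (SE 0.34) in very small and 8.06 (SE 0.37) in medium and big oocytes, and 88.9% of its counts already lay in section E of very small oocytes. *ddx25.L*, a DEAD-box helicase, went from 4.82 (SE 0.35) to 7.02 (SE 0.31), and *pgat.L*, a germ plasm transcript, from 4.71 (SE 0.32) to 6.60 (SE 0.28). *sybu.S*, which encodes the microtubule-linked protein syntabulin, went from 3.45 (SE 0.24) to 5.53 (SE 0.21). The gradient of *rras2.L* was 6.19 (SE 0.39) in very small oocytes. The adjusted p of *sybu.S* in very small oocytes was 6.4e-16 from edgeR. Of the 231 transcripts, 133 also changed profile between the stages. With small oocytes in place of very small oocytes as the early stage, 477 transcripts met the criteria.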

The “late vegetal” was characterized by the lack or weak vegetal profile in the early stages compared to the later stages and comprised of two unique subgroups. 

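Transcripts with a vegetal gradient in medium and big *X. laevis* oocytes that exceeded the one in very small oocytes numbered 573, and 430 of them had a gradient under 1.2-fold in very small oocytes. *pcnt.L*, which encodes the centrosome protein pericentrin, had a vegetal gradient of 0.01 (SE 0.16) in very small and 2.75 (SE 0.12) in medium and big oocytes. *rbpms2.S*, an RNA-binding protein of germ plasm and muscle (Hermes), went from 0.07 (SE 0.13) to 2.04 (SE 0.10), and *fzd1.L*, a Wnt receptor, from 0.14 (SE 0.12) to 2.12 (SE 0.09). *kif13b.S*, a kinesin, went from 0.07 (SE 0.23) to 2.39 (SE 0.18), whereas its homeolog *kif13b.L* had a gradient of 3.26 (SE 0.25) in very small oocytes. Over all 573 transcripts the median share in section E was 21.4% in very small, 24.6% in small, 32.5% in medium and 33.9% in big oocytes. The gradients were tested with edgeR's quasi-likelihood test over 19210 transcripts. With small oocytes as the early stage, 326 transcripts were late vegetal, 163 of them homogeneous, and with a 2-fold criterion 217 were homogeneous.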

In the first subgroup, the vegetal transcripts showed relocalization during oogenesis from ubiquitous distribution in very small/small oocytes to the vegetal region in the medium and big stages (56 *X. laevis* and 1136 *A. ruthenus*) (Figures 4, 5; Supplementary Table S2, S3). In the second subgroup, the vegetal transcripts (486 *X. laevis* and 740 *A. ruthenus*) had already formed a slight vegetal gradient (referred to as predefined) in the early stage, but it became more pronounced during the later stages of oogenesis (Figures 4, 5; Supplementary Figure S4; Supplementary Tables S2, S3). 

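In the other 143 late vegetal *X. laevis* transcripts, the gradient in very small oocytes was 1.2-fold or more. *dnd1.L* had a vegetal gradient of 0.38 (SE 0.16) in very small and 3.36 (SE 0.13) in medium and big oocytes. *smad7.L*, an inhibitor of TGF-β signalling, went from 0.39 (SE 0.11) to 1.63 (SE 0.09), *rbpms2.L* from 0.32 (SE 0.17) to 1.25 (SE 0.14), and *ddx6.L*, a helicase of translationally repressed mRNA, from 0.41 (SE 0.12) to 1.85 (SE 0.10). The group is set by the size of the gradient. In very small oocytes it passed edgeR's test for *smad7.L* (adjusted p = 0.0585) and *ddx6.L* (0.0849), and not for *dnd1.L* (adjusted p = 0.630) or *rbpms2.L* (adjusted p = 0.818). Leaving out very small oocyte 1, 2 or 3 ended the call of *smad7.L* (adjusted p = 0.831, 0.581 and 0.117). That of *ddx6.L* ended without very small oocyte 2 or 3, small oocyte 2 or big oocyte 1 (0.426, 1.000, 0.109 and 0.127).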

We compared these stage dependent vegetal transcripts with those previously described as early, intermediate, and late in the literature. Out of the published maternal transcripts for *X. laevis*, we observed 16 out of 20 correlated as early, 3 out of 9 for intermediate and 8 out of 19 for late (Supplementary Table S4).

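Transcripts that the literature assigns to the early pathway kept a steep vegetal gradient in all stages: *nanos1*, *dazl*, *pgat* and *ddx25*, each measured as 1 transcript, passed in very small, in small and in medium with big oocytes (4 of 4). Section E held 81.5% in very small, 86.0% in small, 87.0% in medium and 87.0% in big oocytes of the counts of *dazl.L*, an RNA-binding protein of germ cells. Of 11 transcripts of 6 intermediate pathway genes, 5 had a vegetal gradient in very small and 9 in medium and big oocytes. *trim36.L*, a ubiquitin ligase needed for cortical rotation, went from 3.40 (SE 0.28) to 6.44 (SE 0.26), and *plin2.L*, a lipid droplet protein (*fatvg*), from 0.93 (SE 0.16) to 2.74 (SE 0.13). For the late pathway, *vegt.L* and *vegt.S* passed in every stage (2 of 2), with 0.75 (SE 0.16) in very small and 3.40 (SE 0.13) in medium and big oocytes for *vegt.L*. The gradient of *vegt.L* in very small oocytes did not pass without oocyte 3 (adjusted p = 0.245 from edgeR). Over the list of late pathway and axis transcripts, 9 of 14 had a vegetal gradient in medium and big oocytes and 0 the opposite (10 adjusted over the list alone; median 1.28; adjusted p = 0.00118 with an estimated correlation from camera). *bicc1.L*, an RNA-binding protein, had 4.69 (SE 0.20), and *efnb1.L*, an ephrin, had 4.73 (SE 0.21). Over all lists and comparisons the set test fry made 41 calls. Of the calls that camera made there at its preset correlation of 0.01, 35 in number, 6 held with an estimated correlation, all of the germ plasm and late pathway lists. These lists hold published localized transcripts, so their direction is no independent evidence of a localization pathway.

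**Figure D2:**
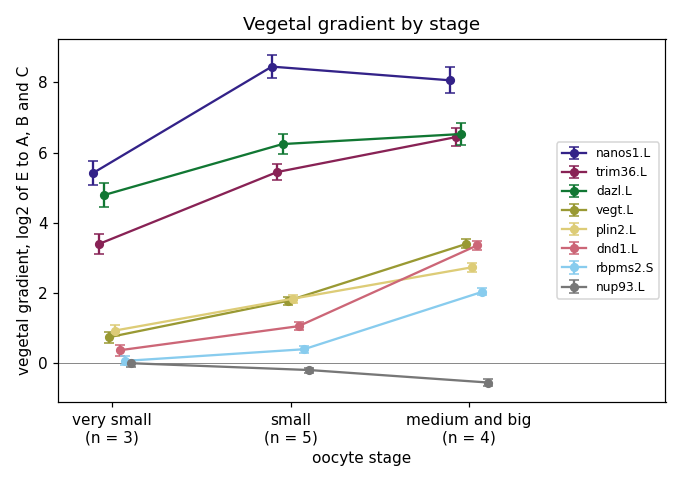
Vegetal gradient (log2 of section E relative to sections A, B and C) of 8 transcripts in very small, small, and medium with big oocytes of *X. laevis*. Points are fitted values and bars are approximate standard errors, derived from the F statistic of each test. *nanos1.L* lies highest in each group, *dnd1.L* goes from 0.38 to 3.36, and *nup93.L*, a published animal transcript, goes from 0.01 to -0.54.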

**FIGURE 4:**
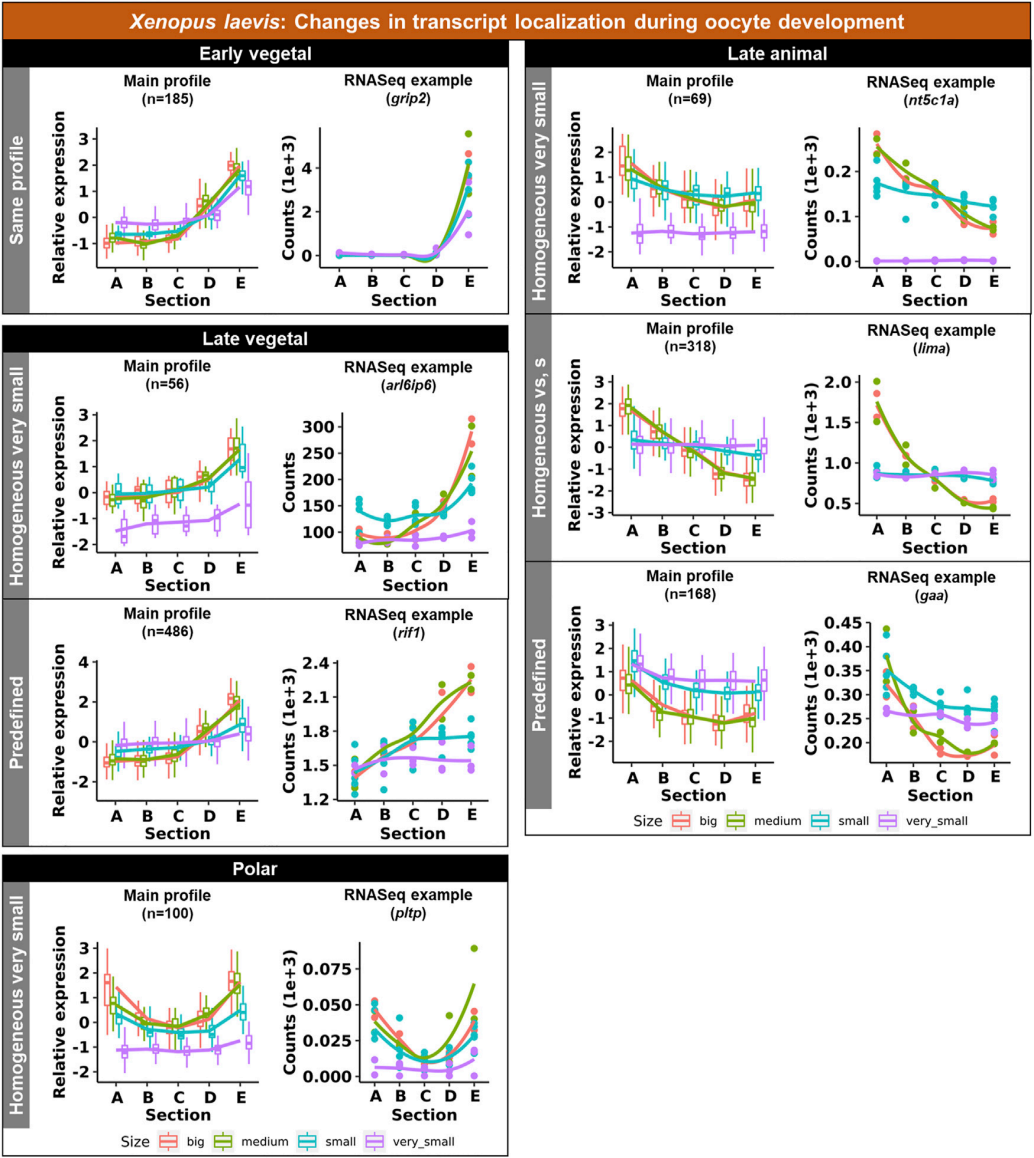
Unique groups representing the significant transcript sub-cellular alterations between the different oocyte sizes of the *Xenopus laevis.* Four groups of localization profiles were observable, early vegetal, late vegetal, late animal and polar. The following subgroups were observed: same profile - similar profile in early and late stages; predefined - profile already established in the early stages; homogeneous very small/small - profile is ubiquitous in the small/very small stage; homogeneous vs., s - profile is ubiquitous in both the small and very small stage. The sections correspond to the regions of the oocyte that were cryosectioned, whereby sections A - extremely animal, B - animal, C - central, D - vegetal, E - extremely vegetal.

**FIGURE 5:**
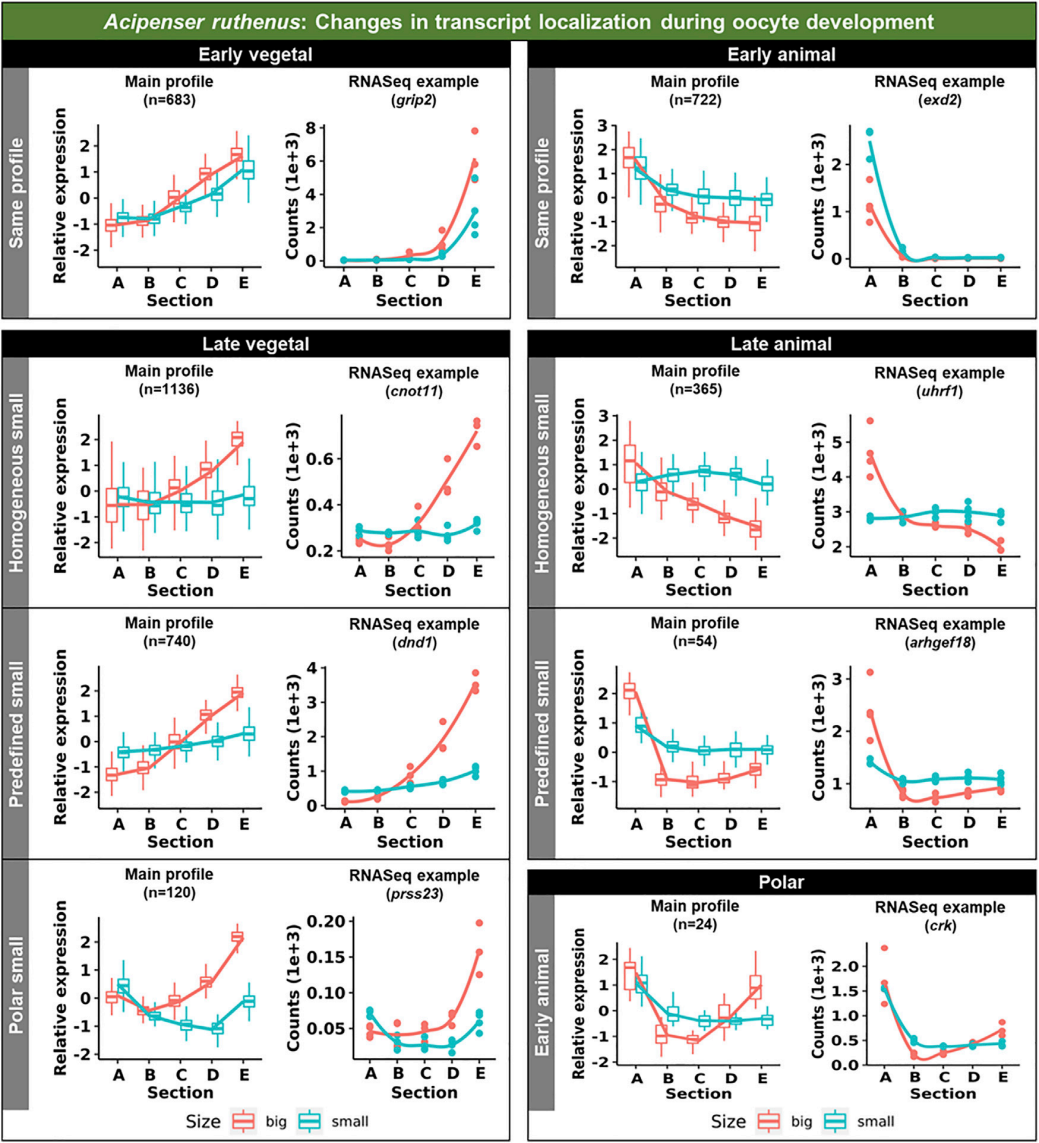
Unique groups representing the significant sub-cellular transcript alterations between the different oocyte sizes of the *Acipenser ruthenus*. Five groups of localization profiles were observable, early vegetal, late vegetal, early animal, late animal and polar. The following subgroups were observed: same profile - similar profile in early and late stages; predefined small - profile already established in the early stage; homogeneous small - profile is ubiquitous in the small stage; polar small—profile shows maximum expression in the polar regions of the oocyte; early animal—profile shows animal distribution in the early stage. The sections correspond to the regions of the oocyte that were cryosectioned, whereby sections A - extremely animal, B - animal, C - central, D - vegetal, E - extremely vegetal.

#### 3.1.2 Animally localized transcripts

Similar changes in profiles were also observed for the animally localized transcripts. 

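No *X. laevis* transcript had an animal gradient of at least 1.5-fold that passed edgeR's test in very small oocytes and in medium and big oocytes alike. At an unadjusted p under 0.05 in both, 7 transcripts did. In very small oocytes 1 transcript had such an animal gradient, against 236 with a vegetal gradient. In small oocytes these numbers were 189 and 507, and in medium and big oocytes 839 and 1155. Very small oocyte 1 lacks section A. In very small oocytes an animal gradient therefore rests on fewer libraries of its pole than a vegetal one. *prr11.L* had an animal gradient of 0.17 (SE 0.21) there and of 2.98 (SE 0.16) in medium and big oocytes. *nusap1.S*, a mitotic spindle protein, had 0.16 (SE 0.13) and 1.92 (SE 0.09). The published animal pathway transcripts showed no common direction, since 3 of 10 had a positive and 4 a negative animal gradient in medium and big oocytes (4 and 4 adjusted over the list alone). *foxi2.S*, a forkhead activator of ectoderm, had 0.83 (SE 0.08). The count stayed at 0 with the replicate block and without any of the 12 oocytes, and with small in place of very small oocytes as the early stage it was 91. This group was not fitted with DESeq2.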

An “early animal” group was detected only for the *A. ruthenus* (722 transcripts), where the profile was already markedly established in the early stage (Figure 5; Supplementary Figure S4; Supplementary Table S3). A “late animal” group was observed in both the *X. laevis* and *A. ruthenus* (Figures 4, 5; Supplementary Figure S3; Supplementary Tables S2, S3). This group contained several subgroups. In the first subgroup, the relocalization from ubiquitous to animal hemisphere during oogenesis was observed between the very small/small and the big oocytes (387 *X. laevis* and 365 *A. ruthenus*). 

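Of 372 late animal *X. laevis* transcripts, 355 had an animal gradient under 1.2-fold in very small oocytes. *lima1.L*, an actin-binding protein, had 20.1% in very small, 20.7% in small, 38.0% in medium and 36.6% in big oocytes in section A, and its animal gradient in medium and big oocytes was 1.55 (SE 0.06). *lima1.S* had 1.89 (SE 0.09), and *ifrd2.L*, a ribosome-binding factor, 1.57 (SE 0.07). Over the 372 transcripts the median share in section A was 19.9% in very small, 21.9% in small, 29.9% in medium and 29.0% in big oocytes. Of the transcripts of oxidative phosphorylation, 55 of 130 had an animal gradient in medium and big oocytes, 0 the opposite and 75 neither (63 and 1 adjusted over the list alone), with a median of 0.33 (adjusted p = 0.325 with an estimated correlation from camera). *cox7b.S*, a subunit of cytochrome c oxidase, had 1.49 (SE 0.18). Of 104 ribosomal protein transcripts, 38 had an animal gradient and 0 the opposite (47 adjusted over the list alone; median 0.27; adjusted p = 0.783 with an estimated correlation). Of the immediate early and heat stress transcripts, 11 of 23 did (15 adjusted over the list alone; adjusted p = 0.783 with an estimated correlation), among them *egr1.S* with 1.21 (SE 0.33). With a 2-fold criterion 148 transcripts were late animal, 134 of them homogeneous, and without very small oocyte 3 these were 241 and 235. With small oocytes as the early stage 231 were homogeneous.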

The other subgroup of animal transcripts showed a predefined animal profile in the small oocytes and more pronounced animal profile in the big (168 *X. laevis* and 54 *A. ruthenus*) (Figures 4, 5; Supplementary Tables S2, S3).

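An animal gradient of 1.2-fold or more in very small *X. laevis* oocytes preceded a steeper one in 17 of the late animal transcripts. The transcript *loc100498592.L* had 23.2% in very small, 30.0% in small, 50.4% in medium and 56.3% in big oocytes in section A, and its gradient in very small oocytes was 0.41 (SE 0.27). *loc733714.L* had an animal gradient of 0.29 (SE 0.20) in very small and 2.33 (SE 0.16) in medium and big oocytes. *gaa.S*, the lysosomal acid alpha-glucosidase, had 0.13 (SE 0.10) and 0.88 (SE 0.08), below the 1.2-fold limit in very small oocytes. In very small oocytes the gradients of *loc100498592.L* and *loc733714.L* did not pass edgeR's test (adjusted p = 1.000 and 1.000). The 17 were 67 with small oocytes as the early stage, 6 without very small oocyte 2 or 3, 11 without small oocyte 4, 10 without medium oocyte 2 and 9 without big oocyte 2.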

#### 3.1.3 Polar localization of transcripts

An interesting group of transcripts was identified in both species and showed an increased localization towards the poles (transcript abundance in both animal and vegetal regions) during oogenesis. In *X. laevis*, 100 different transcripts were enriched at the poles in the small, medium and big oocytes (Figure 4; Supplementary Table S2). In contrast, *A. ruthenus* showed two polar transcript groups (Figure 5; Supplementary Table S3). 

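Both A and E exceeded C by at least 1.5-fold for 134 transcripts in medium and big *X. laevis* oocytes. Their median shares in sections A, C and E were 21.5%, 16.0% and 24.0% in very small, 26.2%, 14.4% and 26.1% in small, 26.8%, 9.18% and 32.9% in medium, and 30.7%, 9.06% and 30.6% in big oocytes. *pltp.L*, a phospholipid transfer protein, had log2 ratios of 1.90 (SE 0.54) for A to C and 2.07 (SE 0.55) for E to C. The smooth muscle transcript *tagln.L* had 3.58 (SE 0.75) and 3.22 (SE 0.78). The ratio of A to C lost its call without medium oocyte 2 for *tagln.L* (adjusted p = 0.143 from edgeR) and *pltp.L* (0.312), and both ratios of *pltp.L* did without big oocyte 2 (0.329 and 0.167). Markers of the cells around the oocyte were higher in A and in E than in C, with median log2 ratios of 1.39 and 1.62 for granulosa and follicle cells, 0.66 and 0.89 for the basement membrane, 1.00 and 1.80 for stroma and theca, and 0.55 and 0.59 for blood and endothelium. For the mean of both ratios, 4 of 14 granulosa and follicle cell transcripts (13 adjusted over the list alone; adjusted p = 0.144 with an estimated correlation), 9 of 21 of the basement membrane (13 higher and 1 lower adjusted over the list alone; adjusted p = 0.144 with an estimated correlation) and 11 of 30 of stroma and theca (23 and 1; adjusted p = 0.366 with an estimated correlation) were higher at the poles and none lower. Blood and endothelium had 2 of 13 (4 adjusted over the list alone; adjusted p = 0.223 with an estimated correlation), among them *hba1.S*, a haemoglobin, with 3.36 (SE 0.92), and immediate early and heat stress 6 of 23 (12 adjusted over the list alone; adjusted p = 0.280 with an estimated correlation). A high level in E alone also raises this mean: 20 of 30 germ plasm transcripts were higher and 0 lower (20 and 5 adjusted over the list alone; adjusted p = 5.9e-04 with an estimated correlation), and 8 of 14 of the late pathway were higher and 1 lower (the same adjusted over the list alone; adjusted p = 0.0113 with an estimated correlation). Of the 134 polar transcripts, 10 were on the follicle, basement membrane or stroma lists, where 0.454 would be by chance (odds ratio 27.8, Fisher's exact test p = 2.5e-11), and genes of the granulosa and basement membrane lists (*cyp19a1*, *lama1*, *hspg2*, *sparc*) are named by the study from these samples. Fisher's test takes transcripts as independent, whereas list members, .L and .S copies among them, were measured in the same oocytes. Its p therefore measures no spread between oocytes. The 134 rested on few oocytes, since 13 passed without medium oocyte 2, 14 without big oocyte 2 and 84 without medium oocyte 1. With the replicate block 253 passed, and in small oocytes alone 6.

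**Figure D3:**
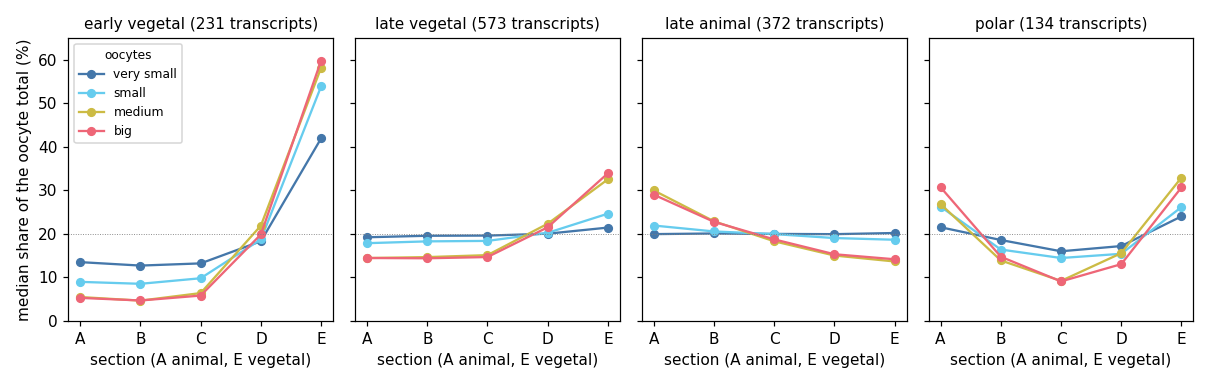
Median share of the oocyte total in each section (A animal, E vegetal) for the early vegetal, late vegetal, late animal and polar transcripts of *X. laevis*, by stage. Points are medians over the transcripts of a group, and the dotted line is an equal share of 20%. The polar transcripts have 9.06% in section C of big oocytes.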

The first group contained transcripts (120) localized to both poles (animal and vegetal) in the small oocytes and relocalization to vegetal gradient in big. The second group contained transcripts (24) localized preferentially in the animal region of the small oocytes and a polar profile in the big oocytes.

### 3.2 Transcript number alteration during oogenesis responsible for gradient formations

Transcript count numbers obtained by TOMO-Seq were used to estimate the level of DLTs in particular oocyte stages and to identify significantly degraded (decreased) or *de novo* synthesized (increased) transcripts (Figure 6). 

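Oocyte totals of *X. laevis* differed between the 4 stages for 10078 transcripts, 50.5% of the 19940 with a mean of more than 20 counts in at least 1 stage. Most of these differed by less than 1.5-fold between the highest and the lowest stage. *nasp.L*, a histone chaperone, had a total of 6489 ± 209 (SD, n = 3) in very small and 7882 ± 146 (SD, n = 2) in big oocytes, a log2 change of 0.21 (SE 0.05) of all larger oocytes relative to very small oocytes (adjusted p = 0.00181 from edgeR). *rictor.L*, a subunit of the TORC2 kinase complex, had -0.19 (SE 0.05). Of 48 transcripts of meiosis and cell cycle, 13 were higher and 11 lower than in very small oocytes (the same numbers adjusted over the list alone). Of 39 chaperone transcripts, 12 were higher and 8 lower (12 and 8 adjusted over the list alone), and of 18 of histone chaperones and oocyte chromatin 10 and 4 (10 and 5). At an FDR under 0.1 alone, 50.4% of the transcripts that differed from very small oocytes were higher, and 69.8% were with limma on the sums of the normalized counts. The total of very small oocyte 1 covers sections B to E. Leaving out any of the 12 oocytes gave 8286 to 10679 transcripts.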

There were 9533 and 13024 DLTs (padj <0.1, >20 transcripts in at least one stage) that showed total transcript alterations between stages in the *X. laevis* and *A. ruthenus* respectively. Out of these DLTs, in the *X. laevis* 13% (1188) and in the *A. ruthenus* 41% (5283) showed greater than 1.5x fold alterations (Figure 6; Supplementary Tables S2, S3). These transcripts represented 7% for *X. laevis* and 22% for *A. ruthenus* of the total maternal transcripts (>20 transcripts/oocyte).

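Of the *X. laevis* transcripts with a total change, 4280 (42.5%) differed by at least 1.5-fold between the highest and the lowest stage. They included *epas1.S*, a hypoxia-inducible transcription factor, with totals of 3.34 ± 2.90 (SD, n = 3) in very small and 447 ± 27.4 (SD, n = 5) in small oocytes. Its homeolog *epas1.L* had 424 ± 25.8 (SD, n = 3) and 522 ± 58.9 (SD, n = 5). *eya2.S*, a transcriptional coactivator and phosphatase, went the other way, with 316 ± 8.11 (SD, n = 3) and 176 ± 82.0 (SD, n = 5). Of the 4280, 2459 were lower and 1821 higher in the larger oocytes than in very small oocytes, a share of 42.5% higher. The direction is the sign of the average change against very small oocytes, which need not pass or reach 1.5-fold on its own. On sums of the counts that the authors normalized, tested with limma, 2289 were higher and 1813 lower, a share of 55.8%, and the median log2 change of all transcripts shifted by 0.11.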

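The 4280 transcripts make up 21.5% of the 19940 detected in *X. laevis*, with 12.3% lower and 9.13% higher than in very small oocytes. Of the egg envelope transcripts, 0 were higher and 8 of 9 lower (8 adjusted over the list alone), with a median log2 change of -0.21 (adjusted p = 0.798 with an estimated correlation from camera), such as *zp4.S* with -0.42 (SE 0.05). Maternal mRNA regulation had 2 higher and 11 lower of 42 (2 and 10 adjusted over the list alone), previtellogenic RNA storage 1 and 3 of 7 (the same adjusted over the list alone), and cholesterol synthesis 17 and 4 of 32 (the same adjusted over the list alone; adjusted p = 0.658 with an estimated correlation). *fdft1.S*, squalene synthase, had 1.07 (SE 0.10), and *tob1.L*, a recruiter of the deadenylase complex, -1.22 (SE 0.06).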

**FIGURE 6:**
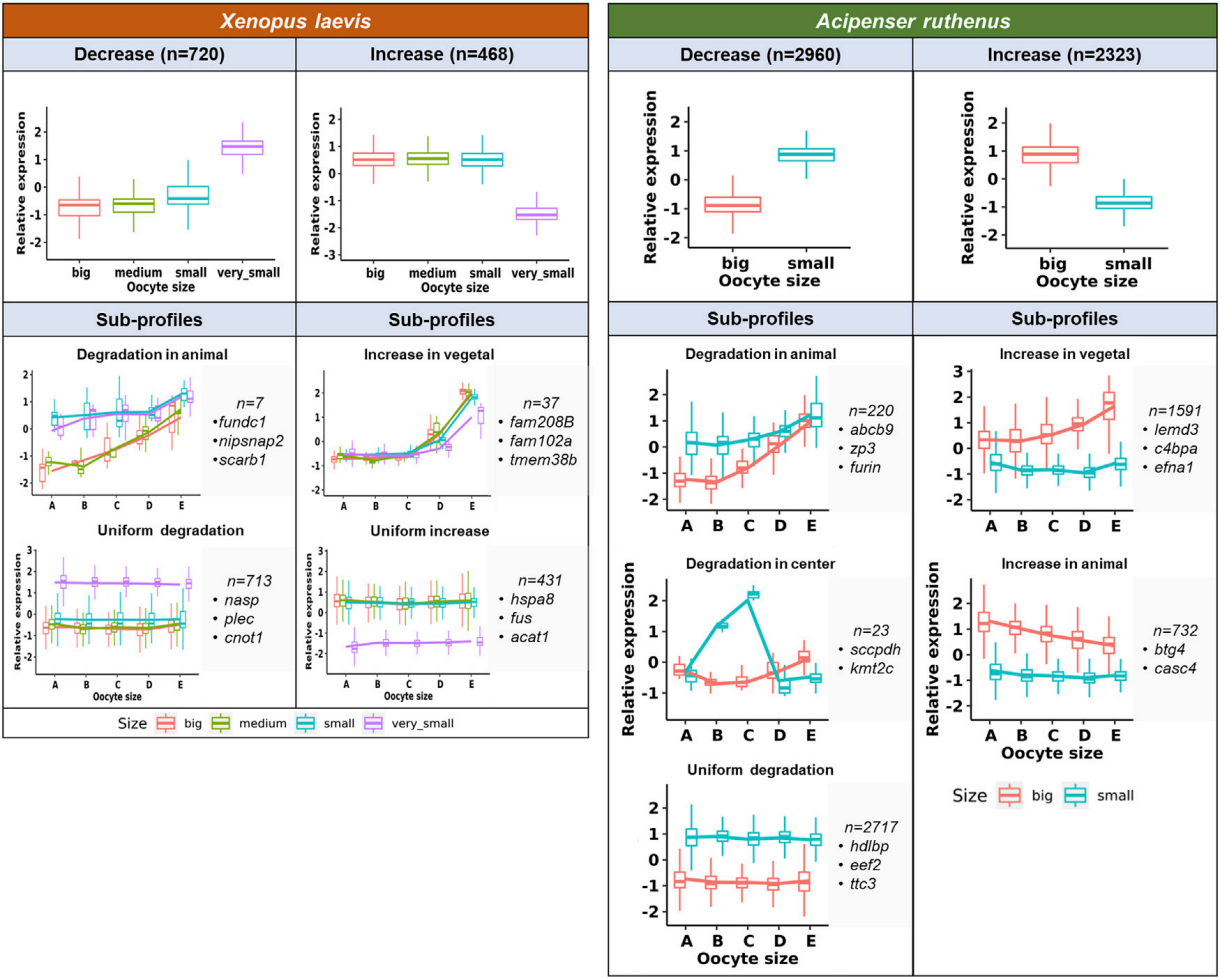
Unique profiles representing the significant total transcript count alterations between the different oocyte sizes of the *Xenopus laevis and Acipenser ruthenus.* The sections correspond to the regions of the oocyte that were cryosectioned, whereby sections A - extremely animal, B - animal, C - central, D - vegetal, E - extremely vegetal.

It was found that 720 *X. laevis* and 2960 *A. ruthenus* transcripts showed degradation during oogenesis (Figure 6; Supplementary Tables S2, S3). In contrast, the transcript levels of 468 *X. laevis* and 2323 *A. ruthenus* showed an increase during oogenesis (Figure 6; Supplementary Tables S2, S3). 

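Totals of 2459 *X. laevis* transcripts were lower in small, medium and big oocytes than in very small oocytes. *lamb1.S*, a laminin chain, went from 707 ± 94.9 (SD, n = 3) in very small to 171 ± 64.7 (SD, n = 5) in small oocytes, a log2 change of -2.33 (SE 0.20) over all larger oocytes. *fundc1.S* had -0.68 (SE 0.09) and *gtf3a.L*, the 5S RNA transcription factor TFIIIA, -0.93 (SE 0.06). *tm7sf2.L*, a sterol reductase, had -1.53 (SE 0.12), and *amh.S*, anti-Müllerian hormone of follicle cells, -1.97 (SE 0.20). Of 104 ribosomal protein transcripts, 30 were lower and 11 higher (28 and 9 adjusted over the list alone). Every value is an edgeR estimate over 12 oocytes, and all very small oocytes are of female 2. Among the 1708 transcripts lower in small than in very small oocytes, the median log2 change from small to medium and big oocytes, within female 1, was -0.03.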

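Totals of 1821 *X. laevis* transcripts were higher in the larger oocytes than in very small oocytes. Lists of the cells around the oocyte were mostly higher, at levels that varied between oocytes. For stroma and theca the mean log2 CPM was -0.94 in small oocyte 2, and 1.52 to 3.01 in the other small oocytes. In medium and big oocytes it was 2.90 to 3.49. Small oocyte 2 was also the lowest small oocyte for granulosa and follicle cells, the basement membrane, and blood and endothelium. Of the stroma and theca transcripts, 27 of 30 were higher and 0 lower (27 adjusted over the list alone; median 2.07; adjusted p = 0.846 with an estimated correlation from camera). Of granulosa and follicle cells, 15 of 19 were higher and 1 lower (the same adjusted over the list alone; median 1.91; adjusted p = 0.846 with an estimated correlation), and of the basement membrane 13 of 21 and 2 (the same adjusted over the list alone; adjusted p = 0.798 with an estimated correlation). By fry, the adjusted p was 0.0339 for stroma and theca, 0.00832 for granulosa and follicle cells and 0.00296 for the basement membrane. The granulosa and basement membrane lists hold genes that the study names as newly produced in these samples (*cyp19a1*, *lama1*, *hspg2*, *sparc*). *hsd3b1.L*, an enzyme of steroid synthesis, rose by a log2 of 7.42 (SE 0.87), and *lum.L*, the stromal proteoglycan lumican, by 4.02 (SE 0.95). *col4a1.L*, a collagen of basement membranes, rose by 4.31 (SE 0.78). Of 19 blood and endothelium transcripts, 9 were higher and 3 lower (the same adjusted over the list alone), among them *hba1.L* with 7.34 (SE 1.29). Germ plasm and germ cell transcripts had 14 higher and 3 lower of 31 (the same adjusted over the list alone; median 0.17).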

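Small oocytes differed from very small *X. laevis* oocytes in the totals of 3342 transcripts (1634 higher, 1708 lower), and medium with big oocytes differed from small oocytes in 409 (95 higher, 314 lower), each at an FDR under 0.1 from edgeR and at least 1.5-fold. Of the 3342, 459 differed by over 8-fold, against 4 of the 409. Within female 1, the inhibitor of DNA binding *id3.S* rose by a log2 of 1.98 (SE 0.53) from small to medium and big oocytes, *irf7.L*, an interferon regulatory factor, by 1.71 (SE 0.29), and *hsd3b1.L* by 1.47 (SE 0.36). The call of *id3.S* ended without medium oocyte 2 (adjusted p = 0.117) or big oocyte 1 (0.101). *hes6.1.S*, a bHLH factor, changed by -1.83 (SE 0.20) and *rbl1.L*, a pocket protein of the retinoblastoma family, by -1.58 (SE 0.23). At an FDR under 0.1 with no fold criterion, ribosomal protein transcripts were lower in medium and big than in small oocytes in 39 of 104 cases and higher in 0 (56 adjusted over the list alone; median -0.16; adjusted p = 0.442 with an estimated correlation from camera). Oxidative phosphorylation had 43 of 131 lower and 1 higher (63 adjusted over the list alone; adjusted p = 0.442 with an estimated correlation), and the egg envelope 9 of 9 lower (9 adjusted over the list alone; median -0.27; adjusted p = 0.442 with an estimated correlation). Stroma and theca transcripts were higher in 7 of 30 (7 adjusted over the list alone; adjusted p = 0.442 with an estimated correlation). Over all transcripts 8828 and 2972 differed at this FDR alone. The share of the latter that was higher moved by -21.0 points with limma on the normalized sums, to 19.0%. Those sums, like the paper's, put the libraries on 1 scale before summing, whereas the totals here did not. Whether section depth moved these counts was not tested. Without medium oocyte 2 the 409 were 266. The larger contrast is also that between the females.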

In *X. laevis*, the largest differences were observed between the very small and small oocytes and nicely correlated with the PCA results (Figures 3, 6).

Subgroups can be distinguished based on localization profile changes. 

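Among the 2459 *X. laevis* transcripts with a lower total than in very small oocytes, 64 were late vegetal. A change of section profile in any direction was called for 54. *fundc1.S* had a vegetal gradient of 0.29 (SE 0.17) in very small and 1.56 (SE 0.16) in medium and big oocytes, with totals of 606 ± 49.7 (SD, n = 3) and 309 ± 20.4 (SD, n = 2) in very small and big oocytes. Section A held 17.1% in very small, 21.2% in small, 11.5% in medium and 14.2% in big oocytes of its counts. *scarb1.L*, a lipoprotein receptor, had a gradient of 1.48 (SE 0.13) in very small and 1.65 (SE 0.12) in medium and big oocytes. Its total changed by a log2 of -0.28 (SE 0.11) relative to very small and by -0.56 (SE 0.11) from small to medium and big oocytes. The former ended without very small oocyte 1 (adjusted p = 0.196 from edgeR), very small oocyte 3 (0.241) or medium oocyte 1 (0.106). Of the same 2459, 17 were early vegetal, 36 late animal and 11 polar. Totals of such localized transcripts depend also on the depth of the section that holds them.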

The first subgroup (7 *X. laevis* and 220 *A. ruthenus*) showed animal degradation leading to vegetal gradients in big oocytes (Figure 6; Supplementary Tables S2, S3). 

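Of the 1821 *X. laevis* transcripts with a higher total than in very small oocytes, 26 were late vegetal, 48 early vegetal, 12 late animal and 67 polar. A change of section profile was called for 38. *fam102a.S* had a vegetal gradient of 0.52 (SE 0.16) in very small and 2.67 (SE 0.12) in medium and big oocytes, and its total rose by a log2 of 0.59 (SE 0.11). Its gradient in very small oocytes passed edgeR's test only without small oocyte 4 (adjusted p = 0.0911), medium oocyte 1 (0.0767) or medium oocyte 2 (0.0773). *fam208b.S*, a paralog of the HUSH silencing subunit TASOR, went from -0.10 (SE 0.12) to 2.30 (SE 0.09) with a total log2 change of 0.53 (SE 0.06), and *tmem38b.S*, a potassium channel of the endoplasmic reticulum, from 0.19 (SE 0.21) to 1.91 (SE 0.15) with 0.58 (SE 0.13). Of the 134 polar transcripts, 82 had a higher total than in very small oocytes at an FDR under 0.1 without the 1.5-fold criterion, with a median log2 change of 1.21, and of 65 follicle, basement membrane and stroma transcripts 52 did so, with a median of 1.90. The .L copies of the genes named had total log2 changes of -1.19 (SE 0.16), 0.00 (SE 0.05) and -0.07 (SE 0.08).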

The second subgroup showed an increase (*de novo*) of transcripts within the vegetal region in the big oocytes (37 *X. laevis* and 1591 *A. ruthenus*), resulting in a more profound vegetal profile (Figure 6; Supplementary Tables S2, S3). There were also transcripts that were uniformly degraded without gradient changes (713 *X. laevis* and 2717 *A. ruthenus*) or uniformly synthesized without gradient changes (431 *X. laevis* and 0 *A. ruthenus*) (Figure 6; Supplementary Tables S2, S3). 

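No change of section profile was called for 2405 *X. laevis* transcripts with a lower and 1783 with a higher total than in very small oocytes. Some of the 2405 still had a gradient that differed from that in very small oocytes. Of all 2459 lower transcripts, 64 were late vegetal and 36 late animal, whereas 54 passed the profile test. In simulated data with no oocyte effect, that test recovered 35.8% of 2-fold changes. *cnot1.L*, the scaffold of the CCR4-NOT deadenylase, had a total of 6228 ± 315 (SD, n = 3) in very small and 4027 ± 120 (SD, n = 2) in big oocytes (log2 -0.53 (SE 0.07)), and *plec.S*, the cytoskeletal linker plectin, had -0.47 (SE 0.07). *nasp.S* had -0.74 (SE 0.04). Among the increased transcripts, *hspa8.L*, a constitutive heat shock cognate chaperone, went from 3727 ± 133 (SD, n = 3) to 8341 ± 447 (SD, n = 2) (log2 1.22 (SE 0.05)), and *acat1.L*, a mitochondrial thiolase, had 0.96 (SE 0.06). Their homeologs did not pass edgeR's test, with 0.03 (SE 0.05) for *hspa8.S* and 0.01 (SE 0.12) for *acat1.S*. Of 6 transcripts of the genes that the study names as uniformly increased, 4 passed, and of 6 named as uniformly degraded 5 were lower and 1 higher. These genes were picked by the study from these samples, so the counts are no independent evidence of direction.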

*A. ruthenus* oocytes also showed animal localization in the big oocytes caused by *de novo* synthesis in 732 cases and another subgroup with degradation in the small oocyte center region (23) (Figure 6; Supplementary Tables S2, S3).

### 3.3 Interspecies similarities

We were able to identify 128 DLTs, that showed similar profiles during oogenesis between *X. laevis* and *A. ruthenus*. Twelve of them showed a stable and steep vegetal gradient already at the very small/small stages (early vegetal), which was preserved to the big oocytes (eg. *dazl* and *grip2* transcripts) (Figure 7; Supplementary Table S5). 

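*grip2.L*, a scaffold protein of germ plasm, had a vegetal gradient of 5.04 (SE 0.36) in very small and 8.45 (SE 0.35) in medium and big *X. laevis* oocytes, and section E held 85.8% in very small, 96.6% in small, 97.4% in medium and 97.6% in big oocytes. For *dazl.L* the gradients were 4.79 (SE 0.34) and 6.53 (SE 0.33). Of 11 transcripts of 7 genes shown as shared early vegetal in Fig. 7, 10 had a vegetal gradient in very small and 11 in medium and big oocytes. *zfyve26.L*, an endosomal protein, had 2.54 (SE 0.20) and 3.40 (SE 0.17). *acsl1.L*, an acyl-CoA synthetase, went from 2.12 (SE 0.22) to 4.26 (SE 0.19). The smallest gradient of those named was that of *fam168b.L*, with 0.72 (SE 0.12) in very small and 1.06 (SE 0.10) in medium and big oocytes. The genes were picked by the study from these samples and from *A. ruthenus*, which is not analysed here.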

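*camsap1.L*, which binds microtubule minus ends, had a vegetal gradient of 0.18 (SE 0.11) in very small and 1.54 (SE 0.09) in medium and big *X. laevis* oocytes. *zranb1.L*, a deubiquitinase, went from 0.03 (SE 0.10) to 1.11 (SE 0.08). Of 9 transcripts of *camsap1*, *zranb1*, *smad7*, *fzd1* and *pcnt*, drawn by the paper as late vegetal in both species, 1 had a vegetal gradient that passed edgeR's test in very small oocytes and 5 did in medium and big oocytes. Of 6 transcripts of *ikzf4*, *rbbp8*, *sap30* and *setd6*, 0 had an animal gradient and 5 had the opposite one in medium and big oocytes, and at FDR under 0.1 5 had a vegetal gradient there. *ikzf4.L*, a zinc finger factor, had an animal gradient of -1.61 (SE 0.14), *setd6.L*, a lysine methyltransferase, of -1.13 (SE 0.13), *sap30.L*, a subunit of a histone deacetylase complex, of -0.57 (SE 0.07), and *rbbp8.L*, a DNA end resection factor, of -0.46 (SE 0.07).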

Other groups of 80 and 36 DLTs showed conserved formation of late vegetal or animal profiles during oogenesis, respectively (Figure 7; Supplementary Tables S6, S7). Gene Ontology terms associated with these conserved DLTs, although insignificant, supported their function in gonad formation and regulation of development in the vegetal region, in contrast to the more nucleus related functions found for the transcripts conserved within the animal region (Figure 7). Levels of transcript counts among the oocyte stages were used to compare conserved degradation or *de novo* transcription during oogenesis (Figure 8; Supplementary Tables S8, S9). The transcripts of 27 genes were found to be newly produced with the majority being observed during the small (*X. laevis*) or big (*A. ruthenus*) stages (Figure 8; Supplementary Table S9). On the other hand, transcripts of 50 genes were degraded during oogenesis (Figure 8; Supplementary Table S8).

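Of 9 *X. laevis* transcripts of *cyp19a1*, *epas1*, *hspg2*, *lama1*, *sparc* and *col18a1*, genes that Fig. 8 shows as newly produced, 8 had a higher total in small, medium and big than in very small oocytes, and 1 rose further from small to medium and big oocytes. *cyp19a1.L*, the aromatase of granulosa cells, had a total of 6.61 ± 6.08 (SD, n = 3) in very small and 187 ± 115 (SD, n = 5) in small oocytes, a log2 change of 4.93 (SE 0.72) over all larger oocytes. *epas1.S* had a log2 change of 6.93 (SE 0.23), *lama1.L*, a laminin chain of basement membranes, 2.72 (SE 0.42), *hspg2.L*, perlecan, 1.33 (SE 0.22), and *sparc.S*, a matrix glycoprotein, 2.40 (SE 0.55). *lama1.L* changed by a log2 of 1.02 (SE 0.31) from small to medium and big oocytes (adjusted p = 0.0624 from edgeR), and the adjusted p was 0.107 without small oocyte 5, 0.142 without medium oocyte 1, 0.145 without medium oocyte 2 and 0.181 without big oocyte 1. The homeologs of *col18a1* differed, with 1.87 (SE 0.34) for .S and -0.18 (SE 0.11) for .L, which did not pass. For *col18a1.L* the value was -0.30 (adjusted p = 0.0516) without very small oocyte 2 and 0.03 (0.758) without very small oocyte 3. Of the 6 genes, 5 were on the lists of follicle cell, basement membrane or stroma markers, most of whose members were higher in the same oocytes. The genes were picked by the study from these samples, and the lists include genes that the study names. The overlap is therefore no independent evidence of where these transcripts come from.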

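Of 10 *X. laevis* transcripts of genes that Fig. 8 shows as degraded, *ccne2*, *plag1*, *rictor*, *eya2* and *lamb1*, 8 had a lower total in the larger oocytes than in very small oocytes and 1 a higher total. *ccne2.L*, a cyclin of the G1 to S transition, went from 1636 ± 46.5 (SD, n = 3) in very small to 793 ± 1.71 (SD, n = 2) in big oocytes (log2 -0.84 (SE 0.06)), and it fell further within female 1, from small to medium and big oocytes, with -0.46 (SE 0.06). *plag1.L*, a zinc finger transcription factor, had -0.83 (SE 0.10) and -0.50 (SE 0.11). *rictor.S* had -0.55 (SE 0.07) and *eya2.S* -1.09 (SE 0.28). *lamb1.L* went the other way from its homeolog, with 2.67 (SE 0.73). From small to medium and big oocytes 3 of the 10 were lower and 0 higher (edgeR).

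**Figure D4:**
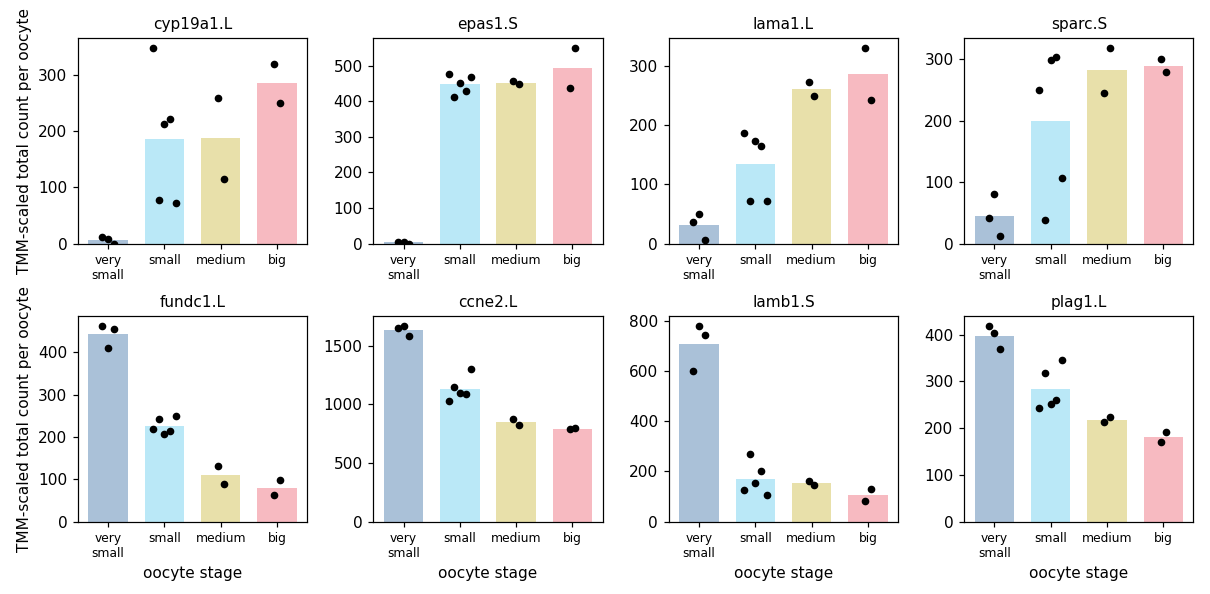
TMM-scaled total count per oocyte of 4 transcripts shown as newly produced (top) and 4 that were lower than in very small oocytes (bottom), by stage of *X. laevis*. Points are oocytes and bars are stage means, and every vertical axis starts at 0. *cyp19a1.L* has a mean of 6.61 in very small oocytes, and *ccne2.L* declines in each larger stage.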

**FIGURE 7:**
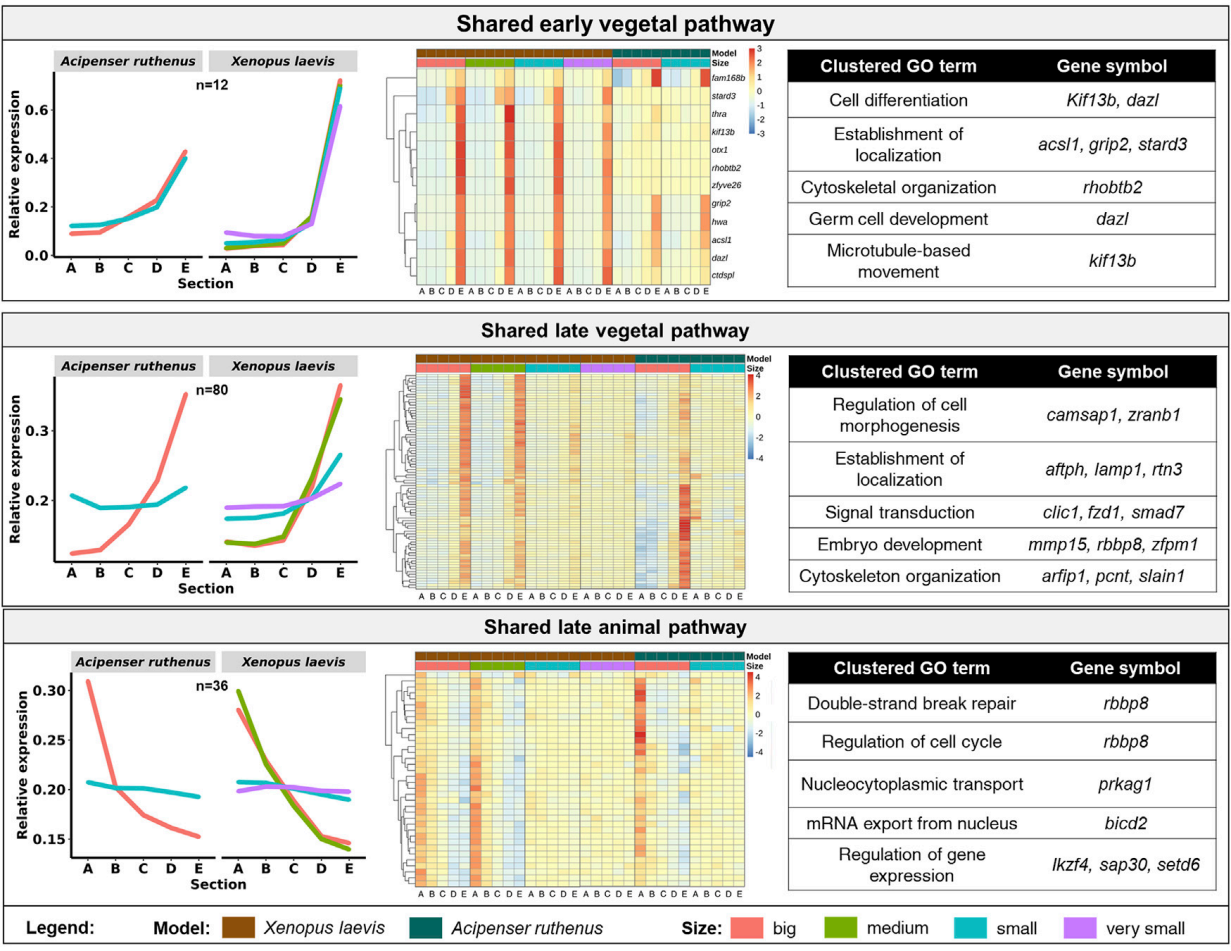
Vegetal and animal transcripts with similar temporal sub-cellular profiles in *Xenopus laevis* and *Acipenser ruthenus*. Heatmap is based on the Z-score of the transcript expression relative to the oocyte stage of the model. The Gene Ontology terms are those found associated with the given group of transcripts. Transcripts were filtered to include only those with either limited (early vegetal < ∼1.5x) or enhanced (late pathways > ∼1.2x) fold differences between stage sections of interest. The sections correspond to the regions of the oocyte that were cryosectioned, whereby sections A - extremely animal, B - animal, C - central, D - vegetal, E - extremely vegetal.

**FIGURE 8:**
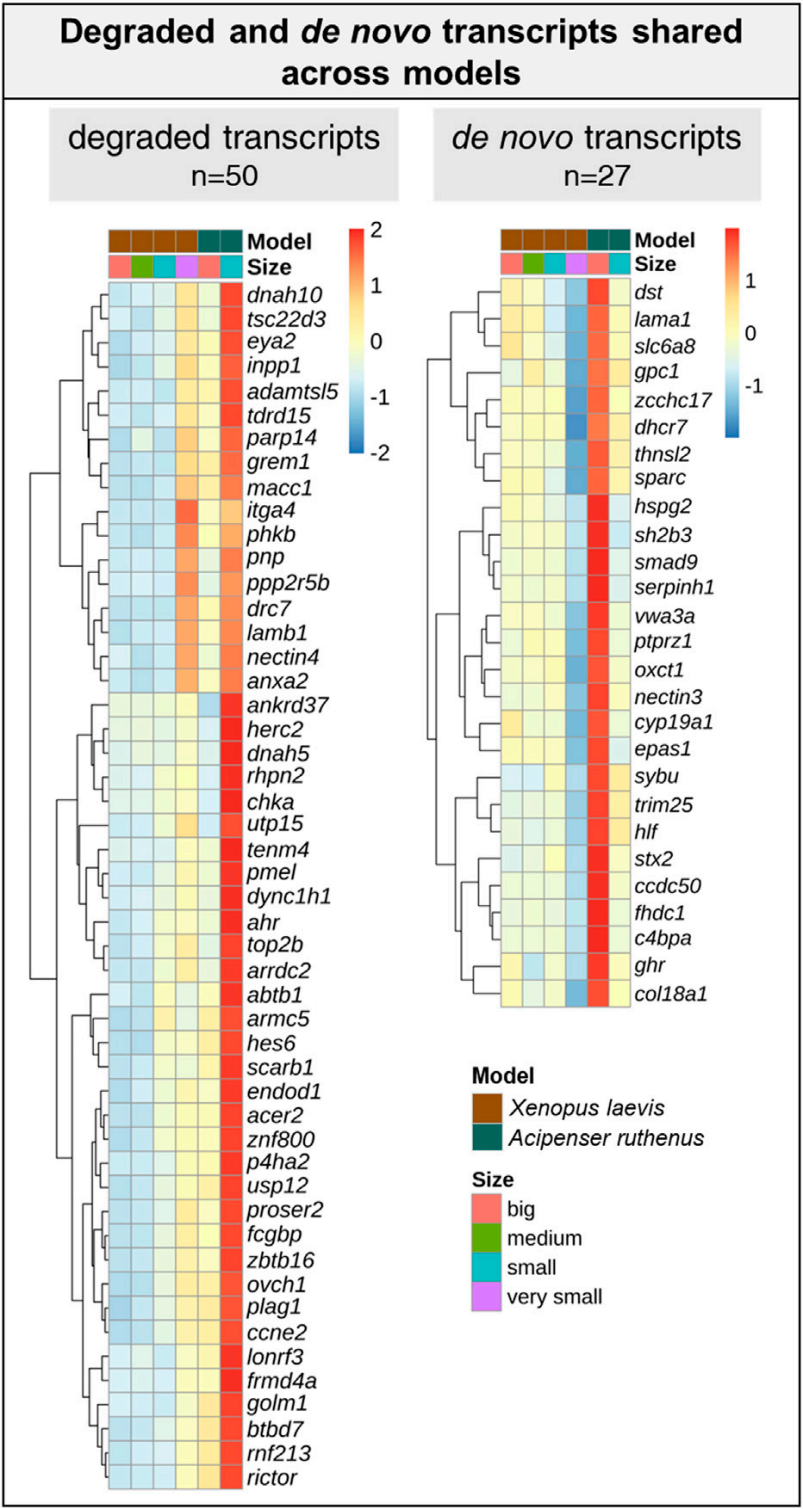
List of transcripts with a reduced or over abundance during the oocyte development between the *Xenopus laevis* and *Acipenser ruthenus*. Heatmap is based on the Z-score of the percentage mean transcript expression relative to each model. Representative transcripts show a minimum of ∼1.5x change relative to a given oocyte stage.

## 4 Discussion

Oocytes contain a unique set of transcripts coding genes that are important for their growth, meiotic recombination and division, metabolism of nutrients, and directing of early embryonic development (Song et al., 2006; Lyman-Gingerich and Pelegri, 2007). Here, we compared oocytes of representatives from the class *Amphibia* (*X. laevis*) and class *Actinopterygii* (*A. ruthenus*). It is known that both species show similarities during their oocyte development (Raikova, 1973; Raikova, 1974) and therefore there was an expectation that this may also be reflected in a high conservation of their maternal transcript localization. Additionally, microscopically it can be seen that the two models share similar transition of their nuclear region from a central location to a more animal localization from the transition from small (early vitellogenic) oocyte to the big (advanced vitellogenic) oocyte (Dumont, 1972).

Most of our knowledge about transcript localization have focused mainly on the vegetal localization, and primarily within the *X. laevis* model. This has led to the elucidation of three main pathways, those being the METRO, intermediate and Late pathways (Forristall et al., 1995; Kloc and Etkin, 1995). However, there is still controversy about the temporal regulation of each pathway, and it is common that pathways may actually overlap during multiple stages of the oocyte development. In addition, there is a lack of knowledge about animal localization and the mechanism driving it. *In situ* hybridization has been a prime method for studies of transcript localization during oogenesis and a few transcripts have already been analyzed (Kloc and Etkin, 1995, 1998; reviewed by King et al., 1999; Schroeder and Yost, 1996). However, large-scale analyses offer the potential to assess the full transcriptomic landscape and therefore offer a clearer picture on the complex drivers for development. Using TOMO-Seq approach, we measured the spatial transcript localization of nearly 16000 and 22000 transcripts in *X. laevis* and *A. ruthenus*, respectively. Early oocytes (very small in *X. laevis* and small in *A. ruthenus*) showed 4-times lower polarity (less localized DLTs) compared to larger oocytes. *A. ruthenus* oocytes showed ∼10-times more DLTs compared to *X. laevis*, which suggest that it is much more polarized and that gradients are steeper. We observed the same result while analyzing mature eggs for these species (Naraine et al., 2022). This difference in the amount of DLTs may also be a reflection in the number of transcripts and also size differences between the two models, whereby the *A. ruthenus* has about 10000 more transcripts and also is ∼1.6x bigger than the *X. laevis*.

In this study, we did not analyze early oocytes (I-II stages), because they lack pigmentation allowing oocyte polarity determination (Dumont, 1972). Transcripts utilizing METRO pathway are already localized to the vegetal pole during these early stages and remain vegetally localized until oocyte maturation. Known PGC markers such as *dazl* and *grip2* are among conserved extremely vegetal group localized early in both species suggesting conserved function during development. Transcripts (eg. *dnd1*, *plin2*, *rbpms*), which are supposed to utilize intermediate pathway, are localized in the Balbiani body at the early stages of oogenesis and continue their migration using the Late pathway during stages II-V (Chan et al., 1999; reviewed by Houston, 2013). These could be potentially transcripts labelled as predefined in Figures 4, 5. Late pathway shifts RNAs towards the vegetal pole from stage III oocytes (Forristall, et al., 1995; Kloc and Etkin, 1998; reviewed by King et al., 1999) and we can speculate that late vegetal localization are transcripts homogenous during early and becoming vegetal in the late stages of oogenesis. We expect an overlap of intermediate pathway with METRO pathway based on the selected oocyte stages. Similar changes of localization profiles were found also in *A. ruthenus.* Both early and late vegetal localization appears for hundreds of DLTs.

Little is known about animal localization. In our previous study we hypothesized that animal DLTs are produced in the oocyte germinal vesicle, which is located in the animal hemisphere, and DLTs diffuse during oogenesis, without active transport, producing the observed peak in the first 1/3 of the egg from the animal pole (Sindelka et al., 2010, 2018). Previously we had identified an additional animal localization profile called extremely animal, which formed a gradient from animal to vegetal poles and we speculated that extremely animal DLTs are localized actively using an unknown mechanism. Using DESeq2 normalization (median-of-ratios method) we removed the majority of the animal transcripts (forming >90% of total maternal DLTs in mature eggs) and focused primarily on extremely localized transcripts. We found that both species utilized the animal pathway. The majority of animal localization in *X. laevis* appeared during the late stages of oogenesis, while in *A. ruthenus* we revealed two potential pathways: early and late. Animal localization during the late phases of *X. laevis* oogenesis has been already suggested by other studies (Yisraeli et al., 1990; Schroeder and Yost, 1996; reviewed by Schnapp at el., 1997). In *A. ruthenus*, the early group is localized into the animal pole already in the small oocytes and their animal gradient become steeper during oogenesis. The late group is localized ubiquitously in the small oocytes and the animal gradient is formed during oogenesis. We identified a potentially interesting group of DLTs, which were localized to both poles of the oocytes: animal and vegetal at the same time. To reveal whether there is biological relevance of polar localization or if it is just a result of data normalization would require more thorough analysis using alternative approaches such as *in situ* hybridization and functional validation.

Changes in the transcript levels during oogenesis indicate a dramatic dependence of gene expression during oocyte maturation and tight regulation of oocyte polarity. The largest difference was observed comparing very small (*X. laevis*) and small (*A. ruthenus*) oocyte with the other stage, while only minor differences can be observed when comparing small and medium sizes of *X. laevis* oocytes. Transcripts coding hundreds (*X. laevis*) or thousands (*A. ruthenus*) of maternal genes were degraded or *de novo* synthesized during oogenesis and in many cases led to changes in localization profiles. Vegetal gradients were formed preferentially in *X. laevis* in contrast to both animal and vegetal gradients formation caused by degradation or *de novo* transcription in *A. ruthenus*. Such extensive transcriptional activity and *de novo* transcription was also described by Meneau et al. (2020) and Session et al. (2016) for the *X. laevis*, whereby they observed that between stages I-II and stages V-VI, 1557 transcripts showed an increased abundance in the oocytes, while 17 transcripts showed a decreased abundance. This correlates with what we observed whereby *de novo* and degradation of transcripts were observed from stages IV (small) to late stage V (big), relative to the stage III (very small).

The overall overlap between the two models in temporal localization profiles was relatively small. However, these few conserved DLTs are known to be important for early embryonic development. Group of vegetal DLTs, which are formed early (*dazl* and *grip2*), but also many DLTs localized late in oogenesis (*dnd1*) are known determinants of PGC formation or early development regulators. In contrast, conserved animally localized DLTs are important for cell cycle regulation and other nuclear processes.

In summary our data reflect highly dynamic changes at the transcript level during oogenesis. Precise spatial and temporal regulation of biomolecule localization are required for final oocyte quality, which is potentially crucial for normal development of the fast-dividing embryos, such as the studied examples of frogs and fishes. We found in our results examples for most of the theoretical scenarios including relocalization in space and time and spatially controlled degradation of transcripts. We believe that our data will serve as an essential initial source for target identification in oogenesis and future consequential studies will benefit from using alternative approaches to analyze gene functions during oogenesis and early embryogenesis.

## Data Availability

All raw and processed sequencing data generated in this study have been submitted to the National Center for Biotechnology Information’s Gene Expression Omnibus (GEO) database, at https://www.ncbi.nlm.nih.gov/geo/, and can be accessed with the GEO deposition number: GSE211415 (Xenopus laevis) and GSE211412 (Acipenser ruthenus).

How the deposited data were processed for this re-analysis (not part of the article)

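RNA was measured in 59 libraries of sections A to E from 12 *X. laevis* oocytes (3 very small, 5 small, 2 medium, 2 big). The authors trimmed the reads with Trimmomatic, removed ribosomal RNA with SortMeRNA, aligned with STAR 2.5.2b and made the deposited counts per transcript with htseq-count. The authors also divided these counts by DESeq2 size factors over all libraries, and the resulting normalized signal was deposited as well. That signal served only for the alternative test of totals with limma. The counts per library had a median of 3617724.
Of 32291 transcripts, 17221 were matched to a RefSeq symbol and 1240 more by a synonym. The symbols served as names only. From the counts, TMM factors, quasi-likelihood fits and tests were computed with edgeR 4.0.16 in R 4.3.3. The alternatives used DESeq2 1.42.0 and limma 3.58.1. Transcripts passed at a Benjamini-Hochberg FDR under 0.1 with a mean scaled total of more than 20 counts per oocyte. Each stage was tested for section differences with the oocyte as block. Changes of profile, gradients and polar ratios were tested in a fit of all 59 libraries with stage and section as groups and no oocyte block. Totals were sums of unscaled counts over the sections of an oocyte, scaled by TMM after summing. They were tested over 12 oocytes with stage as factor. The 1.5-fold criterion applied to the groups of transcripts by gradient, to profile changes and to totals, whereas counts over gene lists and over genes of a figure use the FDR alone, with no criterion on fold or count. A gradient under 1.2-fold in very small oocytes counted as homogeneous. Shares over 0.5 in section E made a transcript extreme vegetal, over 0.5 in D and E vegetal, and over 0.6 in A, B and C animal (extreme animal with A highest, animal with B highest). A share over 0.3 in C that was at least 1.5 times every other section made it central. These limits were inferred from Table S2, of which 1150 of 12176 rows are held. The grouping into early, late and polar transcripts stands in for clusters that the study sorted by hand.
Named genes are those the paper names, list members with the smallest FDR, and the 10 transcripts with the largest change in each direction of a contrast among those with a mean total of at least 100 and the same sign in every oocyte. The 17 lists were: germ plasm and germ cells, late pathway and axis, animal pathway, previtellogenic RNA storage, egg envelope, meiosis and cell cycle, maternal mRNA regulation, histone chaperones and oocyte chromatin, cholesterol synthesis, chaperones, immediate early and heat stress, ribosomal proteins, oxidative phosphorylation, granulosa and follicle cells, basement membrane, stroma and theca, and blood and endothelium. They were tested with camera at a preset correlation of 0.01, with an estimated correlation and with fry. Principal components used log2 CPM with a prior count of 2 and the 500 most variable transcripts, and oocytes were compared by exact permutation.
The tests were tested on simulated data with known changes added. At a 2-fold change, 53.7% of the changed transcripts were recovered by the section test in very small, 89.6% in small, 41.8% in medium and 34.3% in big oocytes. The same change was recovered in 35.8% for the profile change, 85.1% for the vegetal gradient and 49.3% for totals. At 4-fold all of these recovered 95.5% or more. False calls were 5.70% to 12.5% of the calls. The simulated libraries had the same dispersion for every transcript, no effect of the oocyte and no transcripts of low count. Calls there used the FDR without the criteria on fold and count. The rate of false calls where sections of an oocyte vary together was therefore not measured. The alternatives were other scalings, no filter on low counts, the replicate block or none, all libraries in 1 fit, DESeq2, an FDR under 0.05, 2 oocytes per stage thinned to 1 depth, other fold criteria, small oocytes as the early stage, sections B to E, and each oocyte left out in turn. The *A. ruthenus* libraries and the files normalized within 1 stage were not analysed here.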

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

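The comparison of homeolog pairs between the females, and that of small with very small oocytes at 1 depth, were chosen only after the results were seen. The other tests of this part were set earlier.
Sections E and B lay farther apart on the section component in medium and big than in small oocytes, by 7.85, and in small than in very small oocytes, by 13.4, a difference between groups in each case. The profiles of 485 transcripts, among them *dnd1.L* and *spata13.S*, differed between small oocytes and medium with big oocytes of female 1. When the 9 oocytes were split at random into 5 and 4, the observed split alone had that many (1 of 100 splits, highest other 307).
Big oocyte 2 lay apart from the other medium and big oocytes in previtellogenic RNA storage transcripts such as *gtf3a*, with a mean log2 CPM of 5.96 against 6.08 in the nearest oocyte. Its gap was 0.880 of the range, above Dixon's limit of 0.829, which chance passes in about 1 of 20 groups. It was the only one to pass among 17 gene lists and 3 other measures, each tested in small and in medium with big oocytes.
Some transcripts were present in the oocytes of only 1 female, a signal the paper does not discuss. In very small oocytes 11 transcripts had at most 3 counts together and at least 100 in each other oocyte, and 12 had the reverse, with 0 and 0 such transcripts between small and larger oocytes of female 1. *ugt3a2.L*, a glycosyltransferase, had 1525 counts over the 3 very small oocytes and 0 over the 9 others, at least 1762-fold higher at equal depth against a floor of 3 counts over the group. *b3galt1.S*, a galactosyltransferase, had 0 and 2840 counts, at least 273-fold lower. Where both members of a homeolog pair changed between the females, 296 of 857 pairs went in opposite directions, against 2 of 71 within female 1 (odds ratio 18.2, 95% interval 4.78 to 154, Fisher's exact test p = 3.9e-10). Fisher's test takes the pairs as independent, so that its p measures no spread between animals. A genetic difference between the females could give such pairs, and the test fits it, but a developmental step between these stages stays open.
Of the stroma and theca transcripts, 27 of 30 had a higher total in the larger oocytes than in very small oocytes, which the paper does not discuss as a list. As a whole the list passed camera at its preset correlation (adjusted p = 8.1e-04) and fry (0.0339). It did not pass camera with an estimated correlation (adjusted p = 0.846). The level of the list varied between small oocytes, with a mean log2 CPM of -0.94 in small oocyte 2 and 1.52 in the nearest other. Transcripts of the cells around the oocyte may also account for part of the polar profiles, since equal slices of a sphere hold equal surface and unequal volume. Over 64 follicle, basement membrane and stroma transcripts the median log2 ratio was 1.04 for A to C (95% bootstrap interval 0.836 to 1.20) and 1.59 for E to C (1.38 to 1.80) in medium and big oocytes, where the geometry gives 1.51 for each. The same medians were 0.99 and 0.88 in small and 0.44 and 0.21 in very small oocytes, although the geometry does not depend on size. The 64 transcripts were kept by their level in medium and big oocytes, and some had few counts in very small oocytes. *cyp19a1.L* had scaled totals of 12.0, 7.85 and 0 there. Ratios of so few counts are drawn towards 0, so the values in very small oocytes cannot be weighed against the geometry. The bootstrap resampled transcripts, so its intervals leave out the spread between oocytes. Within these limits, only the ratio of E to C in medium and big oocytes lay near the geometry, and A to C lay below it. The surface stays an open explanation, neither shown nor excluded by these values.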

How the results depend on the processing

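Every alternative here was set together with the tests. Over 36 results and 396 settings, 350 were scored as the same and 46 were not. A count was the same within 1.5-fold, so a count could not be scored as reversed. Comparisons of components and homeolog correlations could reverse in sign, and 0 did. The balance of directions was not scored: 42.5% of changed totals were higher here and 55.8% with limma on the normalized sums. For the genes named, without the gradients in very small oocytes, 448 of 460 settings gave the same call. Those settings were other tools, scaling, filter or block, and the left-out oocytes with the lowest and the highest value. Calls that other left-out oocytes end or add are given beside their genes. Each count that follows in this paragraph differs over 1.5-fold from the one given at its sentence, and the cause was not tested. Section differences in very small oocytes were 504 with no block, 274 with all libraries in 1 fit, 416 by DESeq2 and 91 in thinned pairs, and animal ones 94, 4 and 61 in the first 3 of these. In small oocytes section differences were 972 with no block and 129.5 thinned, and animal ones 1035 with no filter, 285 with no block and 928 in 1 fit. Thinned pairs gave 396 in medium and 456 in big oocytes, and animal ones in big oocytes were 1081 in 1 fit and 402 by DESeq2. With no fold criterion 948 profiles changed within female 1. With small oocytes as the early stage 477 transcripts were early vegetal, 326 late vegetal and 91 early animal. With a 2-fold criterion 148 were late animal. Polar transcripts were 253 with the block and 6 in small oocytes. Of the calls of camera 6 held with an estimated correlation. Homeolog correlations over pairs with totals of at least 100 were higher and lay at or above the upper end of their bootstrap intervals, with 0.383 for the vegetal gradient, 0.242 for totals against very small oocytes and 0.506 for totals within female 1 (upper ends 0.383, 0.233 and 0.466).
Leaving out 1 oocyte gave 682 to 776 section differences in very small and 743 to 1484 in small oocytes. Animal ones were 174 to 223 in very small, 147 to 603 in small, 381 to 676 in medium and 453 to 732 in big oocytes, the last 2 in a fit of all libraries, since a lone oocyte of a stage is assumed to vary like the others. Late animal transcripts were 241 to 431, polar ones 13 to 176, totals between small and larger oocytes 266 to 480, and the spread of sections between these 5.68 to 8.72. Oocytes of different stages share only a number in their titles. With that number as block 166 totals differed between small and larger oocytes. Profiles of the 13 pairs with the same number correlated by -0.0379 on average (-0.385 to 0.0572), against 0.0145 with different numbers. In simulated data with no oocyte effect, a 1.5-fold change between sections was recovered in 35.8% of cases in small oocytes (n = 5). It was recovered in 7.46% in very small (n = 3), and 0% and 4.48% in medium and big oocytes (n = 2 each). Depth was thinned only together with the number of oocytes, so its own limit was not measured.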

Differences from the paper's values

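The limits of the section classes were inferred, and the paper applied its 1.5-fold criterion within clusters sorted by hand, so that the class, group and fold counts below are not at identical thresholds. All alternatives were set before the data were examined.
For section differences in very small oocytes the paper has 450, against 1130 here. The values with no replicate block (504) and by DESeq2 (416), the paper's tool, fall within 1.5-fold of the paper's, and those with RLE scaling, no filter, all libraries in 1 fit, an FDR under 0.05, thinned pairs or any oocyte left out do not. Extreme animal transcripts in very small oocytes are 53 in the paper and 276 here, with DESeq2 (51) alone within that range. Animal ones there are 10 and 78 (no block 13, DESeq2 10), and undefined ones 196 and 561 (no block 213, DESeq2 168). Central ones there are 2 in the paper and 6 here, and no alternative came within range. In big oocytes extreme animal transcripts are 381 in the paper and 663 here (no block 540, DESeq2 387, FDR under 0.05 537, without big oocyte 2 354), and animal ones 20 and 42 (no block 28, DESeq2 15, FDR under 0.05 26). In medium oocytes animal ones are 12 and 22 (no block 14, DESeq2 11, FDR under 0.05 13). For all of these the alternatives not named stayed out of range. For both species together, the paper states about a 4-fold rise of section differences from early to larger oocytes, against 1.45 here for *X. laevis* alone, 3.16 by DESeq2 and 3.60 in thinned pairs, while RLE scaling, no filter, no block, 1 fit and an FDR under 0.05 stayed out of range.
The paper gives 1479 transcripts with a changed profile or a changed amount within a section across the stages, against 777 here from the stage by section interaction alone, so the sets differ in kind. Late vegetal transcripts are 56 homogeneous and 486 predefined in the paper and 430 and 143 here, and late animal predefined ones 168 and 17. None of the alternatives (scaling, filter, block, DESeq2 or no fold criterion for the profiles, and scaling, filter, block, a 2-fold criterion or small oocytes as the early stage for the groups) nor any oocyte left out came within range.
Totals that changed at least 1.5-fold are 1188 in the paper and 4280 here, or 13% and 42.5% of the changed transcripts. As a share of the detected transcripts these are 7% and 21.5%, for which no alternative was run. Decreased transcripts are 720 and 2459, and increased ones 468 and 1821. Decreased ones with a changed profile are 7 and 54, decreased ones with none called 713 and 2405, and increased ones with none called 431 and 1783. DESeq2, RLE scaling, no filter, sections B to E, the title number as block, limma on the normalized signal and each oocyte left out all stayed out of range. The paper summed normalized counts, as the limma alternative did, whereas the other totals here sum unscaled counts.
The component that separates the sections holds about 60% in Fig. 3, read by eye, against 24.1% here, 60.8% after the variance stabilizing transformation of DESeq2, and a value out of range with all transcripts or any oocyte left out. The component that separates the stages holds about 26% in Fig. 3, read by eye, against 55.6% here, 24.5% after that transformation, 35.0% with all transcripts, and a value out of range with any oocyte left out.
Fig. 7 lists *ikzf4*, *sap30*, *setd6* and *rbbp8* among shared late animal genes, names no .L or .S copy, and lists *rbbp8* among shared late vegetal genes too. Of the 6 transcripts of these genes, 0 had an animal gradient and 5 a vegetal one here, with a vegetal gradient of 2.27 for *ikzf4.L*, 1.87 for *setd6.L*, 1.04 for *sap30.L* and 0.88 for *rbbp8.L*. The paper places *arl6ip6* among homogeneous late vegetal genes and *gaa* among predefined late animal genes, whereas *arl6ip6.S* was predefined here with a vegetal gradient of 0.33 in very small oocytes, and *gaa.S* homogeneous. *rif1.S*, a predefined late vegetal gene of the paper, was in no group here, with a vegetal gradient of 0.49 in medium and big oocytes. Of the genes drawn as degraded, *lamb1.L* rose while *lamb1.S* fell.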

Other observations

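The test of small against very small oocytes at 1 depth, given in this part, was chosen only after the result was seen. The others were set earlier.
Homeologs moved together in part. Across pairs, the Spearman correlation of .L and .S was 0.358 for the vegetal gradient in medium and big oocytes, 0.206 for totals against very small oocytes and 0.441 for totals of medium and big against small oocytes. *carnmt1.S*, a carnosine methyltransferase, had 696 counts over the 3 very small oocytes and 0 over the 9 others, whereas *carnmt1.L* had a log2 change of 0.22. *dhrs7b.S*, a reductase, had 0 and 1233 counts, and *dhrs7b.L* a log2 change of -0.07.
Number of oocytes and depth could account for the larger number of section differences in larger oocytes. With 2 oocytes per stage at 1 depth, very small pairs gave 80 to 116 transcripts, the medium pair 396 and the big pair 456, so that depth and number do not account for that difference. Small pairs gave a median of 129.5 (103 to 172), which overlaps with very small pairs, so that small and very small oocytes cannot be told apart on this point.
A second female might explain the differences of totals between very small and larger oocytes, which the design cannot separate from stage. Transcripts higher in small than in very small oocytes had a median log2 change of -0.0268 from small to medium and big oocytes. The 95% bootstrap interval over transcripts, without the spread between oocytes, was -0.0381 to -0.0130. That outcome had been named as evidence against the female, wrongly, since a level that differs between females and then stays put gives the same median, and so does a change completed by the small stage. The test cannot tell these apart.
With groups or sections drawn at random, the observed grouping had the most calls in each of 5 comparisons, 1 of 100 in each. Choices of 3 of the 12 oocytes gave 3411 transcripts for the observed very small oocytes and at most 2 for others. Sections permuted within oocytes gave 1556 as observed and at most 281 in small, and 1130 and at most 588 in very small oocytes. Splits of the oocytes of female 1 gave 381 total changes as observed and at most 292 otherwise. The 3411 and the 381 come from fits of 2 groups, the 381 on female 1 alone. They therefore differ from counts of the 4-stage fit, such as 409 for small against larger oocytes.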
